# The distinct role of CD73 in the progression of pancreatic cancer

**DOI:** 10.1007/s00109-018-01742-0

**Published:** 2019-03-29

**Authors:** Liangjing Zhou, Shengnan Jia, Yan Chen, Weiming Wang, Zhengrong Wu, Weihua Yu, Mingjie Zhang, Guoping Ding, Liping Cao

**Keywords:** Pancreatic cancer, Progression, CD73, TNFR2, miR-30a-5p

## Abstract

**Abstract:**

Recent studies have shown that the non-enzymatic function of CD73 plays a key role in tumor progression, but this function of CD73 in pancreatic cancer cells has not been studied. Furthermore, little is known about the mechanism involved in CD73 regulation in tumors. Here, we found that CD73 expression was upregulated in pancreatic ductal adenocarcinoma (PDAC) and that its expression correlated with poor prognosis. CD73 knockdown inhibited cell growth and induced G1 phase arrest via the AKT/ERK/cyclin D signaling pathway. We also found that tumor necrosis factor receptor (TNFR) 2 was involved in CD73-induced AKT and ERK signaling pathway activation in PDAC. Further, miR-30a-5p overexpression significantly increased the cytotoxic effect of gemcitabine in pancreatic cancer by directly targeting CD73 messenger RNA (mRNA), suggesting that regulation of the miR-30a-5p/CD73 axis may play an important role in the development of gemcitabine resistance in pancreatic cancer. In summary, this regulatory network of CD73 appears to represent a new molecular mechanism underlying PDAC progression, and the mechanistic interaction between miR-30a-5p, CD73, and TNFR2 may provide new insights into therapeutic strategies for pancreatic cancer.

**Key messages:**

- CD73 was upregulated in PDAC and correlated with poor prognosis.
- CD73 knockdown inhibited cell growth and induced G1 phase arrest.
- TNFR2 was involved in CD73-induced AKT and ERK signaling pathway.
- miR-30a-5p targeted CD73 and increased the sensitivity to gemcitabine.

**Electronic supplementary material:**

The online version of this article (10.1007/s00109-018-01742-0) contains supplementary material, which is available to authorized users.

## Introduction

Pancreatic cancer is the fourth leading cause of cancer-related death in the USA, with a 5-year survival rate of only 3% to 6%. Up to 85.3% of deaths occurred in newly diagnosed cases, ranking first in all common malignancies [1]. Most patients present with metastatic disease at the time of diagnosis, and only 20% are eligible for surgery [2, 3]. Thus, further exploration of new biomarkers and elucidation of the underlying mechanism of pancreatic cancer are urgently needed.

CD73 is a cell surface protein encoded by the NT5E gene that plays a crucial role in adenosinergic signaling. 

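In GENCODE release 29 (GRCh38), NT5E (ENSG00000135318) is a protein-coding gene on the forward strand of chromosome 6, from 85449584 to 85495791, and spans 46208 bp. It has 5 annotated transcripts, all of them coding. The principal transcript, 3548 bases long, has 9 exons and encodes 574 amino acids. Its 3′-UTR of 1774 bases lies within exon 9, from 85494005 to 85495778. In the sequenced PANC-1 cells transfected with negative control siRNA, NT5E mRNA was present at 14.99 ± 1.86 RPKM (SD, n = 3), and in those transfected with CD73 siRNA at 6.14 ± 2.50 RPKM (SD, n = 3).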

CD73 has both enzymatic and non-enzymatic functions in cells [4, 5]. Notably, increasing data have shown that CD73 is also a key regulator involved in the progression of cancer [6, 7]. Gao et al. [8] found that CD73 promotes the proliferation and migration of human cervical cancer cells independent of its enzymatic activity. However, the non-enzymatic function of CD73 has not been well studied. Previous studies demonstrated that CD73 is overexpressed in many types of cancer cell lines and promotes tumor progression [9–18]. However, the precise role of CD73 in pancreatic cancer remains unclear and the mechanism of CD73 in tumor progression requires further exploration.

In the present study, we examined the expression of CD73 in pancreatic cancer and its underlying mechanisms. Our findings may provide new insights into developing novel therapeutic strategies for pancreatic ductal adenocarcinoma (PDAC).

## Materials and methods

### Cell culture

Human pancreatic cancer cell line, including Panc-1, AsPC-1, SW1990, BxPC-3, MIAPaCa-2, and CFPAC-1, and normal pancreatic ductal epithelial cells (HPDE6-C7) were all obtained from Chinese Academy of Sciences (Shanghai, China) and were cytogenetically tested and authenticated during the past 3 months. PANC-1, SW1990, MIAPaCa-2, and HPDE6-C7 cell lines were cultured in Dulbecco’s modified Eagle’s medium (DMEM; Invitrogen) with 10% fetal bovine serum (FBS). BxPC-3 and AsPC-1 cell lines were cultured in RPMI 1640 medium containing 10% FBS. CFPAC-1 cell line was cultured in IMDM medium with 10% FBS.

### Human tissue specimens and immunocytochemistry staining

Pancreatic ductal adenocarcinoma and adjacent normal pancreatic tissue were obtained from pancreatic cancer patients between 2012 and 2015. The research protocol was reviewed and approved by the Research Ethics Committee of Sir Run Run Shaw Hospital, School of Medicine, Zhejiang University. All participants or their guardians gave written consent of their tissue samples and medical information to be used for scientific research. Immunohistochemical staining was carried out using the biotin-streptavidin method. The primary antibodies used were CD73 (1:100, sc-32299; Santa Cruz), tumor necrosis factor receptor (TNFR) 2 (1:100, ab109322; Abcam), and Ki-67 (1:250, ab16667; Abcam).

The scoring procedure was carried out twice by two independent pathologists without any knowledge of the clinical data. The staining of CD73 was evaluated under a light microscope at a magnification of × 400 according to the intensity of staining and the percentage of stained cells. Five random fields were examined for each tumor specimen. The staining density was scored as follows: 0 indicates negative, no, or less than 5% of positive cells; 1 indicates 5–25%of positive cells; 2 indicates 26–50% of positive cells; and 3 indicates more than 50% of positive cells. The dominant staining intensity was scored as follows: 0 indicates negative, 1 indicates weak, 2 indicates intermediate, and 3 indicates strong staining intensity. Expression was calculated by adding density score (0–3) and intensity score (0–3) before categorizing into low and high expression levels. High expression was defined as score ≥ 3.

### Transient transfection

CD73 small interfering RNA (siRNA) (siG000004907A), TNFR2 siRNA (stQ0003462-1), miR-30a-5p mimics (miR10000087-1-5), inhibitor (miR20000087-1-5), and their matched negative control were synthesized by Guangzhou RiboBio Co., Ltd. (Guangzhou, China). Recombinant plasmids overexpressing CD73 and matched negative control were constructed by Shanghai Genechem Co., Ltd. (GOCP2301062043). Transfection was performed using Lipofectamine 3000 following the manufacturer’s protocol (Invitrogen, California, USA).

### Cell population doubling time

Cells were seeded in six-well plates and allowed to grow. The cells were harvested by trypsinization and counted every day for 5 days. Viable cells were counted using a hemocytometer. All experiments were performed in the logarithmic phase of cell growth. The cell population doubling time (*T*_d_) was calculated during the exponential growth phase (48–96 h) using the following formula: *T*_d_ = 0:693*t* / log(*N*_*t*_/*N*_0_).

### Flow cytometric assessment of apoptosis

Cells were collected by trypsinization and washed three times using PBS, and then cells were treated with annexin V-PE and 7AAD for 30 min according to the instruction manual elsewhere. Samples were acquired on a BD FACSAria III Cell Sorting System (Becton Dickinson, New York, USA) before analysis using the BD FACSDiva software 6.1.3 (Becton Dickinson).

### Cell cycle analysis and synchronization

Cells were harvested and washed with PBS, fixed with 75% ethanol overnight at 4 °C, and then incubated with RNase at 37 °C for 30 min. The nuclei of the cells were stained with propidium iodide (PI) for 30 min and analyzed with a fluorescence-activated cell sorting caliber system. The results were presented as the percentages of cells in each phase.

Cell synchronization was performed as described previously [19], and protein was prepared for each hour post-release from the arrest.

### RNA extraction and qRT-PCR

Total RNA of cells was isolated and purified by miRNeasy Mini Kit (Qiagen, Maryland, USA), following the manufacturer’s instructions. RT was performed using PrimeScript RT Reagent Kit (Takara, Otsu, Japan) following the manufacturer’s instructions. The polymerase chain reaction (PCR) primers of miR-30a-5p and U6 used were purchased from Guangzhou RiboBio Co., Ltd. (MQP-0101 and MQP-0202; Guangzhou, China); the CD73, TNF-α, and GAPDH primers were designed as follows: CD73 forward 5′-GCATTCCTGAAGATCCAAGC-3′ and reverse 5′-GATTGAGAGGAGCCATCCAG-3′, TNF-α forward 5′-AGCTGGTGGTGCCATCAGAGG-3′ and reverse 5′-TGGTAGGAGACGGCGATGCG-3′, and GAPDH forward 5′-GCACCGTCAAGGCTGAGAAC-3′ and reverse 5′-TGGTGAAGACGCCAGTGGA-3′.

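Matched to the transcripts of GENCODE release 29 (GRCh38), both CD73 primers lie in the coding sequence of NT5E on chromosome 6. The forward primer GCATTCCTGAAGATCCAAGC crosses the junction of exons 4 and 5, with its ends at 85485421 and 85487342. The reverse primer GATTGAGAGGAGCCATCCAG matches exon 5 from 85487421 to 85487440. The amplicon is 118 bp and is contained in 4 of the 5 NT5E transcripts. The TNF-α primers AGCTGGTGGTGCCATCAGAGG (31577203 to 31577223) and TGGTAGGAGACGGCGATGCG (31577307 to 31577326) both lie in the coding part of exon 4 of TNF on chromosome 6 and give an amplicon of 124 bp. Because this pair sits in a single exon, it does not separate cDNA from genomic DNA by size. The GAPDH primers GCACCGTCAAGGCTGAGAAC (exon 4, 6536727 to 6536746) and TGGTGAAGACGCCAGTGGA (exon 5, 6536975 to 6536993) lie in the coding sequence of GAPDH on chromosome 12. They give an amplicon of 138 bp, found in 10 of the 11 GAPDH transcripts. No annotated transcript of another gene contained exact matches to both primers of any pair.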

### Detection of TNF-α levels in supernatant via ELISA

Supernatant was investigated for levels of TNF-α protein using commercial TNF-α ELISAs (Hengyuan Biotechnology Co., Ltd., Shanghai, China) according to the manufacturer’s instructions.

### Western blot

Cells were harvested, and total protein lysates were resolved using 10% sodium dodecyl sulfate–polyacrylamide gels, electroblotted onto a polyvinylidene fluoride membrane, blocked by 5% skim milk, and probed with primary antibodies listed in Table S1. The membrane was then incubated with the secondary antibody and visualized by enhanced chemiluminescence using Kodak X-Omat LS film (Eastman Kodak, Rochester, USA).

### Luciferase assay

Cells were co-transfected with pLMP vectors containing CD73 3′-untranslated region (UTR) and miR-30a-5p mimics or inhibitors. 

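In GENCODE release 29 (GRCh38), the 3′-UTR of the principal NT5E transcript lies in exon 9 on chromosome 6, from 85494005 to 85495778, and is 1774 bases long. miR-30a-5p (UGUAAACAUCCUCGACUGGAAG) has 22 bases, and its seed, bases 2 to 8, pairs with TGTTTAC. The 8-base form of this site, TGTTTACA, occurs at 2 positions of the 3′-UTR, counted from 1 at its first base. The first starts at position 328 (85494332 to 85494339) in the sequence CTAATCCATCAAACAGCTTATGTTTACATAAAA, which holds the region drawn in Fig. 5a. The second starts at position 1442 (85495446 to 85495453) in the sequence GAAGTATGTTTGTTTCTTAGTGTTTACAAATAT.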

Cells were harvested and subjected to lysis 48 h after transfection. Renilla luciferase activity was used for normalization, and firefly luciferase activity was detected with a dual-luciferase reporter assay kit according to the manufacturer’s protocol.

### Animal experiments and bioluminescence imaging

PDAC-bearing nude mice with subcutaneous passage of PANC-1-luciferin were used. When the tumor size reached approximately 5 mm in length, the mice were divided into two groups (four mice per group) randomly. Stabilized microRNAs (miRNAs) (miR-30a-5p agomir and negative control agomir) were purchased from RiboBio (miR40000087-1-10; Guangzhou, China). miR-30a-5p agomir (5 nM) or control oligo mixture was injected into the xenografts in a multi-site injection manner every 3 days for 2 weeks. The tumor volume was measured with a caliper every 3 days, using the following formula: volume = length × width^2^/2. At the end of the 30-day observation period, the mice bearing tumor xenografts were examined by bioluminescence imaging and then sacrificed and the tumor tissues were removed for formalin fixation.

The animals anesthetized by isoflurane were intraperitoneally injected with d-luciferin (Biotium, USA) in a concentration of 150 mg/kg and, 20 min later, were subjected to the in vivo bioluminescence imaging using the system of photobiology.

### Fluorescence in situ hybridization detection of miR-30a-5p in tumor sections

FISH was performed based on a previously described protocol [20]. For the detection of expression levels of miR-30a-5p in tumor sections, the following LNA oligo sequences were used: LNA-miR-30a-5p 5′-UGUAAACAUCCUCGACUGGAAG-3′, LNA-U6 5′-TTTGCGTGTCATCCTTGCG-3′, and scramble 5′-GTGTAACACGTCTATACGCCCA-3′, which were constructed by GenePharma Corporation (Shanghai, China).

### In vitro cytotoxicity assay

PANC-1 and CFPAC-1 cells were plated in a 96-well plate and treated after 72 h with gemcitabine (Eli Lilly Corporation, Indianapolis, USA). The absorbance at 450 nm was measured using a microplate reader. Drug sensitivity curves and IC_50_ values were calculated using GraphPad Prism 5.0 software (GraphPad Software, San Diego, CA).

### Statistical analysis

All data were presented as mean ± standard deviation (SD) and analyzed using Student’s *t* test. A *p* value < 0.05 was considered as statistically significance. All data were processed using SPSS (version 19.0) and GraphPad Prism 5.0 software program.

## Results

### CD73 is overexpressed in PDAC tissues and cell lines

We first analyzed gene expression data from the GSE15471 database and found that the messenger RNA (mRNA) expression of CD73 was significantly higher in pancreatic cancer compared with normal tissues (*p* < 0.01) (Fig. 1a). qRT-PCR and western blot analysis confirmed high expression of CD73 in six pancreatic cancer cell lines compared with pancreatic ductal epithelial cells (HPDE6-C7) as controls (Fig. 1b, c). We also performed immunohistochemical analysis of CD73 in 114 cases of pancreatic cancer and normal pancreatic tissue specimens. The positive rate of CD73 expression in pancreatic cancer tissues was 30.7% (35/114), and CD73 staining was mainly located on the cell membrane and in the cytoplasm. In normal acini and ducts, CD73 was negatively expressed, while in islet cells, it showed positive expression (Fig. 1d).

**Fig. 1:**
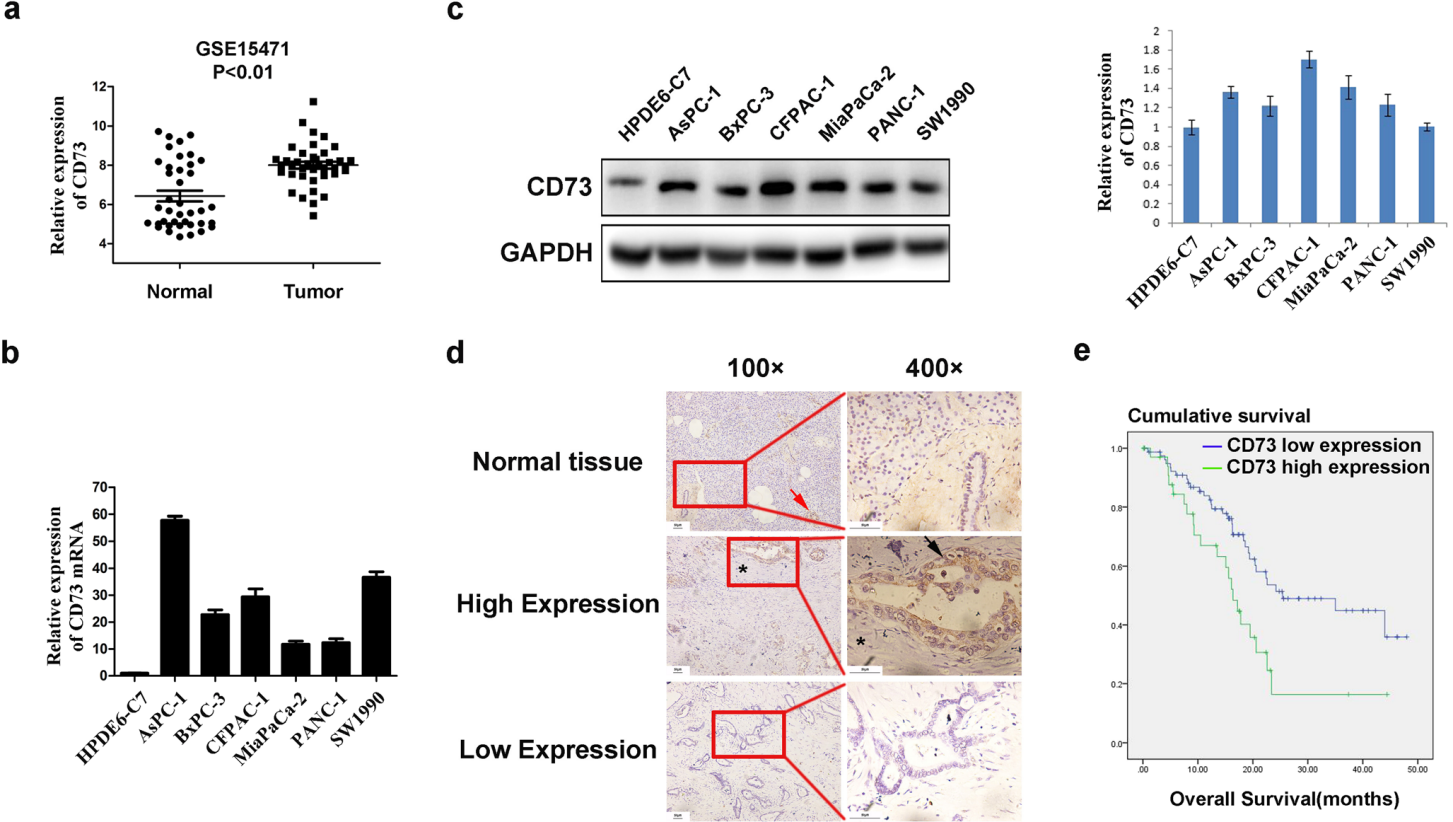
CD73 is overexpressed in PDAC tissues and cell lines. **a** Relative CD73 mRNA expression in PDAC tumors and adjacent normal pancreatic tissues by analyzing chip results in the database GSE15471. **b**, **c** The level of CD73 in PDAC cells was detected by qRT-PCR and western blot, respectively. **d** Immunohistochemistry was used to detect the expression of CD73 in pancreatic cancer tissues and normal pancreatic tissues. Black arrow indicates positive expression in tumor cells. Red arrow indicates positive expression in islet cells. Asterisk indicates negative expression in stroma. **e** Effect of the CD73 expression level on overall survival in 114 pancreatic cancer patients. Data are expressed as mean ± SEM (*n* = 3)

We next classified patients into CD73 high and low expression groups and performed statistical analysis of clinical and pathological data. Significant differences of CD73 expression were observed in samples classified according to tumor size, T stage, and TNM stage (Table 1). After patient follow-up, we found that high levels of CD73 in tumor cells were associated with a significantly decreased overall survival (16.4 months ± 1.349 months vs. 25.400 months ± 7.965 months; *p* = 0.007) (Fig. 1e). In addition, the multivariable analysis also showed CD73 was an independent factor (HR = 3.480, *p* = 0.001, Table S2). Together, these findings suggest that CD73 plays critical roles in PDAC progression and may be a valuable biomarker for the prognosis.

**Table 1:** Relationship between CD73 expression and clinicopathological features

Parameters	*n* = 114	CD73 expression levels		*p* values
		Low	High	
Age				
< 60	67	43	24	0.157
≥ 60	47	36	11	
Gender				
Male	70	49	21	0.838
Female	44	30	14	
Pathological grade				
Poor	38	27	11	0.774
Middle and high	76	52	24	
Tumor size				
≤ 4 cm	89	72	17	< 0.001*
> 4 cm	25	7	18	
T stage				
T1–2	36	30	6	0.027*
T3–4	78	49	29	
Lymph node metastasis				
No	62	44	18	0.673
Yes	52	35	17	
Distant metastasis				
M0	99	70	29	0.402
M1	15	9	6	
TNM stage				
I–II A	54	43	11	0.023*
II B–IV	60	36	24	

*p < 0.05

### Knockdown of CD73 inhibits cell growth and cell cycle progression and promotes cell apoptosis

We knocked down CD73 by transfecting siRNA in PANC-1 and CFPAC-1 cell lines (Fig. 2a, b). The population doubling time was analyzed from experimental growth curves. As shown in Fig. 2c, the cell number was significantly lower and the doubling time value was increased in CD73 knockdown cells than in the control. Apoptosis was increased in CD73 knockdown cells compared with controls at 48 h post-transfection (Fig. 2d). Moreover, flow cytometry of PANC-1 cells with CD73 knockdown revealed that the percentage of cells at G0/G1 phase was increased and the proportion at S phase was decreased (Fig. 2e). Together, these data suggest that CD73 silencing inhibits cell proliferation in PDAC cells mainly via its effects on the cell cycle, indicating that CD73 may have important oncogenic roles in PDAC.

**Fig. 2:**
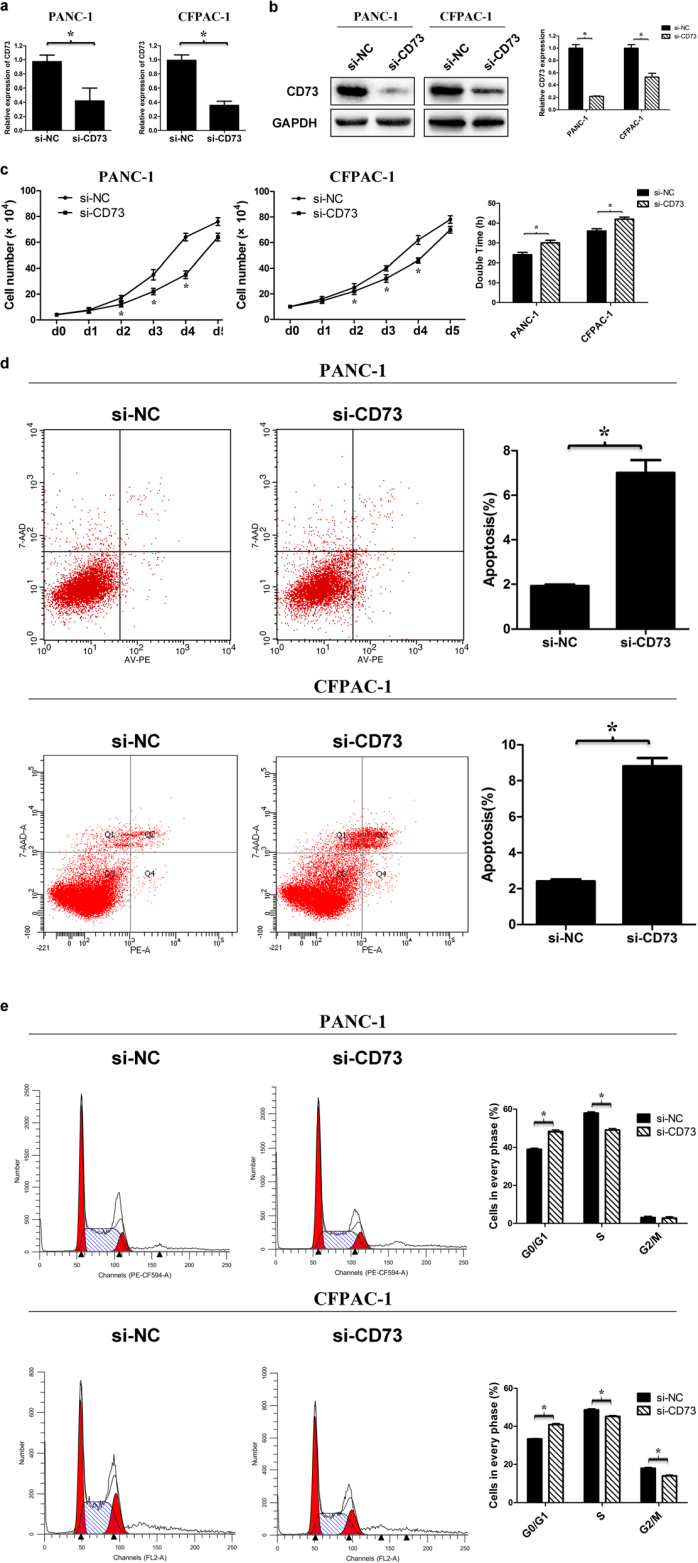
Knockdown of CD73 inhibits cell growth and cell cycle progression and promotes apoptosis of PDAC cells. **a**, **b** CD73 mRNA and protein levels in PANC-1 and CFPAC-1 cell lines transfected with CD73 siRNA or negative control. **c** Cells with CD73 knockdown showed reduced cell growth compared with the control cells. Doubling time of these cells was calculated at 48–96 h; the cells with CD73 knockdown showed a higher doubling time compared with the control cells. **d** Flow cytometric analysis showed apoptosis in CD73 knockdown cells was increased compared to the control. **e** Flow cytometry analysis indicated that the percentage of cells at G0/G1 phase in cell lines with CD73 knockdown was increased and the proportion at S phase was decreased. Data are expressed as mean ± SEM (*n* = 3). *p < 0.05

### CD73 knockdown induces G1 phase arrest via the AKT/ERK/cyclin D signaling pathway

We next examined the expression levels of cell cycle regulatory proteins. Cyclin D was shown to be significantly reduced in CD73 knockdown cells, while the expression levels of cyclin E were not altered (Fig. 3a, Figure S1a). G1 phase-associated CDK4 and CDK6 levels were unchanged in CD73 knockdown cells, whereas the level of p21 was slightly decreased (Fig. 3a). To determine whether CD73 levels varied throughout the cell cycle, we examined CD73 protein levels in PANC-1 cells synchronized by a double-thymidine block and harvested at various times (Fig. 3b). The results showed that the expression of CD73 altered as the cell cycle progressed and peaked at 4 h and 11 h, which was slightly ahead of cyclin D (Fig. 3c, Figure S1b).

**Fig. 3:**
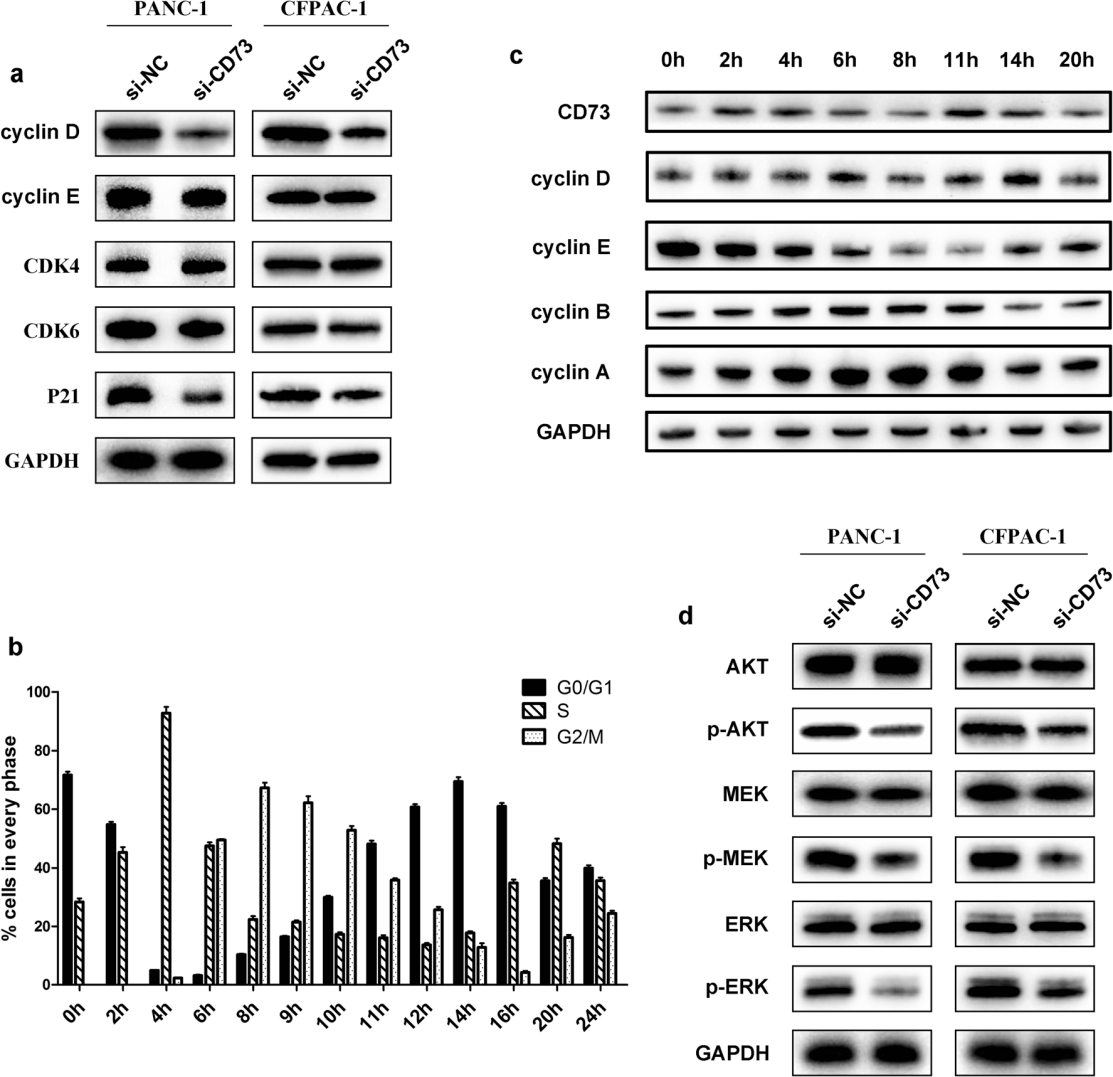
CD73 knockdown induces G1 arrest via AKT/ERK/cyclin D signaling pathway. **a** Western blotting assay to detect the expression of cyclins, proteins, CDKs, and CDK inhibitors. Expression of cyclin D was significantly reduced in CD73 knockdown cells. **b** The proportion of cells at the indicated times post-release from the double-thymidine block by flow cytometric analysis in PANC-1 cell lines. **c** Western blot analysis of CD73 and cyclin expression in PANC-1 cells after release from a double-thymidine block-induced cell cycle arrest. **d** The expression of proteins in the AKT and ERK signaling pathway was detected in CD73 knockdown or control cells. Data are expressed as mean ± SEM (*n* = 3). *p < 0.05

AKT and MAPK signaling pathways have been shown to play an important role in regulating the cell cycle and can inhibit cyclin D expression, leading to G1 phase arrest [21, 22]. Our data showed that p-AKT and p-ERK levels were significantly decreased in CD73 knockdown cells compared with control cells (Fig. 3d, Figure S1c). In contrast, no changes in the expression levels of p38 and JNK were observed (Figure S1d). It suggests that CD73 knockdown may inhibit AKT/ERK activation, which then decreases cyclin D expression to inhibit the G1/S transition in pancreatic cancer cells.

### TNFR2 is involved in CD73-induced AKT and ERK signaling pathway activation in PDAC

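PANC-1 is an established cell line from a human pancreatic ductal adenocarcinoma. RNA-seq was available for 3 samples transfected with CD73 siRNA and 3 transfected with negative control siRNA. The paper describes them as separate knockdown experiments. Its Methods give a single catalogue number for CD73 siRNA, without a sequence. The paper does not state whether the CD73 samples received different sequences under that number or repeats of the same one. The deposited files hold one normalized value for each of 30735 genes, listed by Ensembl identifier, in each sample. Neither the paper nor the files name the unit, the aligner, the counting tool or the genome build, so the unit was taken from the values. Multiplied by the merged exon length of the gene in GENCODE release 29 (GRCh38), the values were whole multiples of a single step in each sample. This held for 94.9% to 95.0% of the genes worth fewer than 1000 reads, and the values were therefore treated as RPKM. The step is the value of 1 read (or read pair) per kb, and it gives library totals of 16076282, 15739441 and 16836207 for CD73 siRNA replicates 1, 2 and 3. For negative control replicates 1, 2 and 3 the totals were 16039285, 15528967 and 15009113.
Genes with at least 1 RPKM in at least 3 of the 6 samples (12527 genes) were compared on log2(RPKM + 1) with limma's moderated test and Benjamini-Hochberg adjustment. Fold changes on this scale understate the changes of low genes. With 3 samples against 3, the exact permutation test of a single gene cannot give a p-value below 0.1.
The knockdown was visible in NT5E (ENSG00000135318), the gene of CD73. Its expression was 3.36, 6.85 and 8.22 RPKM in CD73 siRNA replicates 1, 2 and 3, against 13.96, 13.87 and 17.14 RPKM in the negative controls. The group means were 6.14 ± 2.50 and 14.99 ± 1.86 RPKM (SD, n = 3 each), so that 41% of the control level remained. The log2 fold change was -1.225 (standard error 0.258), with an adjusted p of 0.303 from limma, and every knockdown sample lay below every control (exact permutation test, p = 0.1). Between 245 and 1166 reads per sample stood behind these values. GAPDH was at 561.2 ± 29.6 and 565.7 ± 26.5 RPKM (SD, n = 3 each), with a log2 fold change of -0.012. Without CD73 siRNA replicate 1, the log2 fold change of NT5E was -0.904.
The labels number the samples of both groups from 1 to 3. Across genes, deviations from the group means correlated at 0.41 on average between samples with the same number and at -0.21 between samples with different numbers. For the samples numbered 1, 2 and 3 the correlations were 0.20, 0.48 and 0.55. Deviations cancel out within each group, so the negative average largely follows from the positive one. With the replicate number as a block in the limma fit, the pairing being taken from the labels, the adjusted p of NT5E was 0.113.

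**Figure D1:**
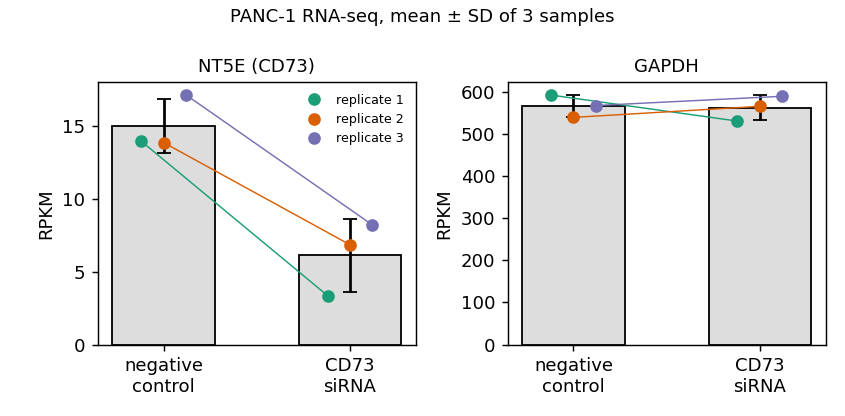
RPKM of NT5E (left) and GAPDH (right) in PANC-1 cells transfected with negative control or CD73 siRNA. Bars show the mean and SD of 3 samples, points show samples, and lines join samples with the same replicate number. The 3 NT5E values after CD73 siRNA lie between 3.36 and 8.22 RPKM, below all 3 controls, while the GAPDH values of the groups overlap.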

We further investigated the downstream targets of CD73 using transcriptome sequencing of PANC-1 cell lines transfected with CD73 siRNA or negative controls. All raw data have been deposited in the GEO database (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE117012. 

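At an unadjusted p below 0.01, limma's moderated test found 392 of 12527 genes changed in CD73 knockdown cells, 228 of them higher and 164 lower than in the negative controls. If no gene had changed, about 125 genes would be past this threshold. In 391 of the 392 genes, all 3 knockdown samples lay on the same side of all 3 controls. The median log2 fold change was 0.580 among the increased genes and -0.563 among the decreased ones. After Benjamini-Hochberg adjustment over all tested genes, 1 gene had an adjusted p below 0.05. It was a Y RNA gene (ENSG00000207342) with 3 reads in each knockdown sample and 0 in each control.
Among the 5 largest increases and 5 largest decreases past the threshold, 7 genes had fewer than 20 reads in every sample. The other 3 were well covered. TPM4 rose from 14.26 ± 5.99 to 35.23 ± 5.74 RPKM (SD, n = 3 each), a log2 fold change of 1.330 (standard error 0.302, adjusted p = 0.303 from limma). ICAM1 fell from 32.25 ± 10.80 to 11.75 ± 2.67 RPKM, a log2 fold change of -1.343 (standard error 0.267, adjusted p = 0.303). ITGA2 fell from 19.22 ± 7.90 to 7.20 ± 2.94 RPKM, a log2 fold change of -1.307 (standard error 0.344, adjusted p = 0.303).
The count of changed genes depended on the replicates: it was 110 without CD73 siRNA replicate 1 and 791 without negative control replicate 2. With the replicate number as a block, as paired in the labels, 948 genes were past p below 0.01 (535 higher and 413 lower), and 0 had an adjusted p below 0.05.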

Compared with the negative control group, a total of 506 genes were significantly changed in CD73 knockdown pancreatic cancer cells (*p* < 0.01) (Fig. 4a), including 244 upregulated genes and 262 downregulated genes. Additionally, five signaling pathway were identified as significantly altered along with aberrant CD73 expression by gene set enrichment analysis (GSEA) (*p* < 0.05) (Fig. 4b). 

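The 12527 tested genes were ranked by the log2 ratio of the mean RPKM in CD73 knockdown cells to that in the negative controls, each with 1 added, and 5 gene lists were placed in this ranking by preranked GSEA with 10000 gene permutations. The MSigDB collection was not available, so the lists were written by hand for these 5 pathways and are not those of Fig. 4b. All 5 lists were shifted toward lower expression after CD73 knockdown. The paper had picked these pathways from the same samples, so a shift was likely beforehand and is not independent evidence. The normalized enrichment score (NES) was -2.87 for TNF-α/NF-κB signaling (134 genes ranked), -2.43 for allograft rejection (72 genes), -2.40 for the inflammatory response (83 genes), -2.28 for IL6-JAK-STAT3 signaling (43 genes) and -2.2 for the interferon-γ response (113 genes). No gene permutation was as extreme for any of the 5, so that each adjusted p was 0.00031, near the smallest these permutations can give. Such permutations treat genes as independent and do not measure the variation between samples. The adjustment covered these 5 preselected lists only.
The lists share members. Of the genes that carried the enrichment, 14 of 24 in the inflammatory response list and 11 of 38 in the interferon-γ list also carried that of the TNF-α/NF-κB list. Computed within each replicate number, the NES of the interferon-γ list was -2.38, 1.22 and -2.31 in replicates 1, 2 and 3, while the other 4 lists were negative in all 3. Ranked by limma's statistic with the replicate number as a block, the NES of the 5 lists ranged from -2.81 (TNF-α/NF-κB) to -2.09 (interferon-γ). Leaving out single replicates moved the TNF-α/NF-κB list most, to -2.32 without CD73 siRNA replicate 3, and the interferon-γ list came nearest to 0, at -1.68 without negative control replicate 1. From its own enrichment analysis in Fig. 4b, the paper reports these 5 pathways as altered along with CD73 expression.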

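In the main ranking, the hand-written TNF-α/NF-κB list had the NES farthest from 0 of the 5 lists, -2.87 against -2.43 or nearer to 0 for the others. Of its 134 ranked genes, 96 (72%) had a lower mean in CD73 knockdown cells than in the negative controls, and 59 carried the enrichment. The median log2 ratio of the list was -0.177. The p-value was 0.00031 for this list and could not rank the pathways, because each of the 5 had reached the smallest value that its gene permutations allow. Over the single replicates left out in turn, the NES of the list ranged from -3.29 (without CD73 siRNA replicate 2) to -2.32 (without CD73 siRNA replicate 3). With the replicate number as a block it was -2.81, and within replicates 1, 2 and 3, paired by their labels, it was -2.98, -1.36 and -2.84. The order of the lists was not fixed. Without CD73 siRNA replicate 3 the inflammatory response list was farther from 0, at -2.34. Within replicate 2, IL6-JAK-STAT3 (-1.68), allograft rejection (-1.65) and the inflammatory response (-1.37) were farther. Under the other alternatives and within replicates 1 and 3, the TNF-α/NF-κB list stayed farthest.
The ligand and receptor genes of the pathway were expressed at very different levels. TNF itself had 0.123 ± 0.023 RPKM in knockdown cells and 0.674 ± 0.255 RPKM in controls (SD, n = 3 each), values that rest on 3 to 26 reads per sample. TNFRSF1B, which encodes TNFR2, had 0.570 ± 0.126 and 1.305 ± 0.704 RPKM (SD, n = 3 each), from 27 to 127 reads per sample. Both genes were below the filter for the test across genes, and in both every knockdown sample was lower than every control (exact permutation test, p = 0.1 each). Within replicates 1, 2 and 3, the log2 differences were -0.93, -0.09 and -0.52 for TNFRSF1B and -0.78, -0.43 and -0.49 for TNF. TNFRSF1B was thus nearly level in replicate 2. TNFRSF1A, which encodes TNFR1, had 14.04 ± 0.81 and 15.11 ± 2.32 RPKM (SD, n = 3 each), with overlapping groups, a log2 fold change of -0.091 (standard error 0.126) and an adjusted p of 0.803 from limma. From the significance of the pathways in its own analysis, the paper singles out TNF-α signaling.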

Among these pathways, we noted that genes involved in the TNF-α signaling pathway were altered most significantly in CD73 knockdown PANC-1 cells (*p* < 0.05) (Fig. 4c).

**Fig. 4:**
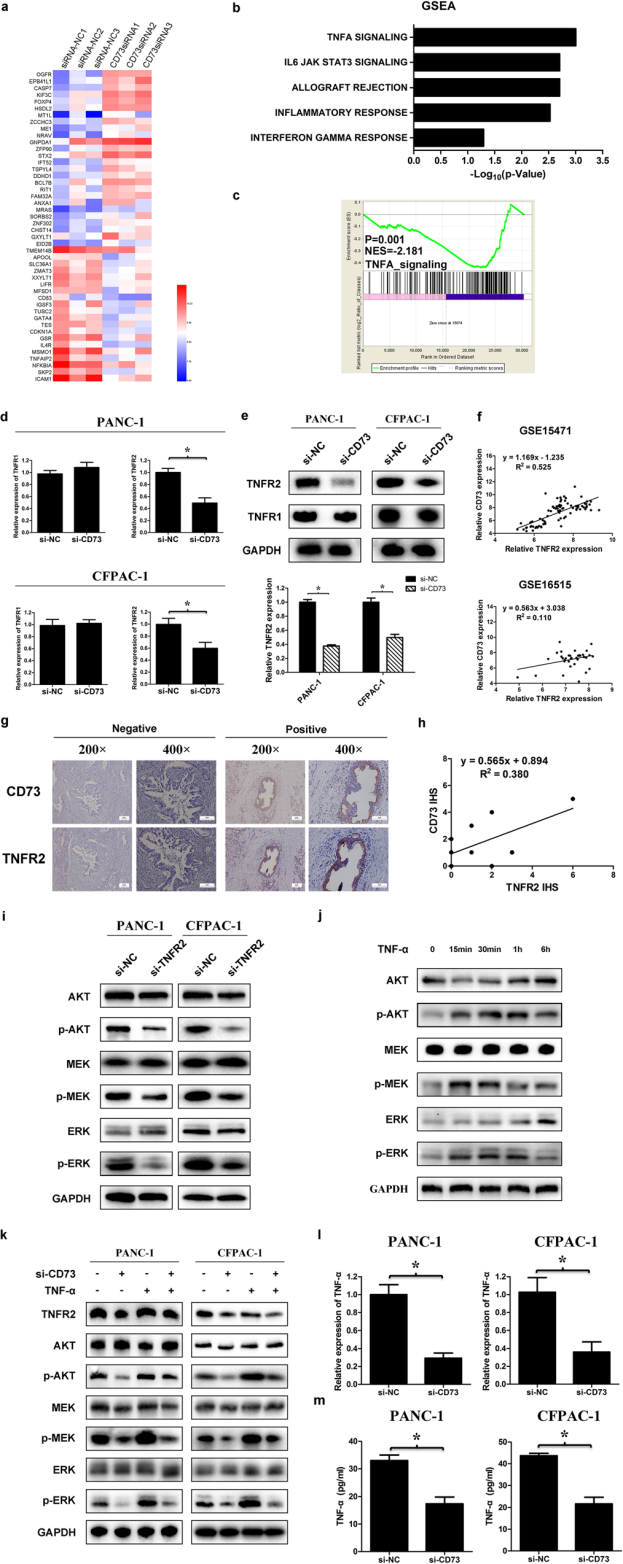
TNFR2 was involved in CD73-induced AKT and ERK signaling pathways activation in PDAC. **a** Heatmap representing relative expression of genes in CD73 knockdown cells. Results for separate knockdown experiments are shown (*n* = 3). **b** Significantly differentially expressed gene sets identified by GSEA, and the most significant are depicted here (*p* < 0.05). **c** The TNF-α signaling pathway genes were generally downregulated in CD73 knockdown cells. **d**, **e** mRNA and protein expression of TNFR1 and TNFR2 in PANC-1 and CFPAC-1 cell lines transfected with CD73 siRNA or siRNA negative control. **f** Positive correlation of CD73 and TNFR2 expression was observed by analyzing the GEO databases GSE16515 and GSE15471 (*r* = 0.567, *p* < 0.001; *r* = 0.725, *p* < 0.001). **g** Immunohistochemistry was used to detect the expression of CD73 and TNFR2 in pancreatic cancer tissues and normal pancreatic tissues. **h** Positive correlation between CD73 and TNFR2 (*n* = 10, *r* = 0.617, *p* = 0.058). **i** The expression of proteins in the AKT and ERK signaling pathway was detected in TNFR2 knockdown or control cells. **j** PANC-1 cells were treated with 20 ng/ml TNF-α. Protein in the AKT and ERK signaling pathway at different time points after treatment was analyzed by western blotting. **k** CD73 knockdown cells were treated with or without TNF-α (20 ng/ml) for 15 min. The expression levels of TNFR2, p-AKT, p-MEK, and p-ERK were analyzed by western blot analysis. **l** mRNA level of TNF-α in cell lines transfected with CD73 siRNA or siRNA negative control by PCR. **m** Expression of TNF-α in the supernatant by ELISA assay. Data are expressed as mean ± SEM (*n* = 3). *p < 0.05

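All 46 genes labelled in Fig. 4a, as read from the figure by eye, changed in the direction drawn there, 26 of them higher and 20 lower in CD73 knockdown cells. The paper labelled them in a heatmap of changed genes from the same samples. The match in direction was therefore largely fixed beforehand and is not independent evidence. The ratio of the mean RPKM in knockdown cells to that in controls lay between 1.53 and 2.70 for the higher genes and between 0.36 and 0.60 for the lower ones. In 37 of the 46 genes, the 3 knockdown samples were completely separated from the 3 controls. Past an unadjusted p below 0.01 in limma's test were 29 of them, and 0 had an adjusted p below 0.05.
The largest increase was that of OGFR, from 4.51 ± 1.57 to 12.17 ± 0.61 RPKM (SD, n = 3 each), with a log2 fold change of 1.294 (standard error 0.188, adjusted p = 0.269 from limma). ICAM1 fell most, to 36.4% of the control mean, followed by SKP2 at 45.6% and NFKBIA at 45.9%. SKP2 had a log2 fold change of -1.034 (standard error 0.170, adjusted p = 0.303). MT1L was among the least even of the labelled genes. It had 83.24, 79.46 and 43.79 RPKM in the knockdown samples and 22.91, 72.70 and 19.94 RPKM in the controls, so the groups overlapped. MT1L is annotated as a transcribed pseudogene of the metallothionein family, whose near-identical copies can share reads.
Paired by the replicate number in the labels, all 46 genes moved in the direction of Fig. 4a in each of the 3 pairs, and 42 were past p below 0.01 with the number as a block. Both counts also reflect the selection of these genes from the same samples. The difference was smallest in replicate 2 for most of them. For OGFR the log2 differences were 1.69, 0.87 and 1.32 in replicates 1, 2 and 3, and for NFKBIA they were -1.62, -0.38 and -1.22. Without moderation across genes, 5 of the 46 were past p below 0.01.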

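None of the genes of the hand-written TNF-α/NF-κB list had an adjusted p below 0.05, and 11 of the 134 tested were past an unadjusted p below 0.01, all of them lower in CD73 knockdown cells. The 5 with the smallest p were ICAM1, CCND1, CDKN1A, NFKBIA and IL6ST. NFKBIA, which encodes the NF-κB inhibitor IκBα, fell from 44.34 ± 14.46 to 20.35 ± 5.61 RPKM (SD, n = 3 each), a log2 fold change of -1.074 (standard error 0.248, adjusted p = 0.303 from limma). CCND1 (cyclin D1) fell from 137.6 ± 39.0 to 74.82 ± 2.46 RPKM, a log2 fold change of -0.834 (standard error 0.183, adjusted p = 0.303). CDKN1A (p21) fell from 16.16 ± 4.20 to 8.69 ± 0.95 RPKM, a log2 fold change of -0.799 (standard error 0.181, adjusted p = 0.303). IL6ST fell from 20.46 ± 3.16 to 13.61 ± 0.44 RPKM, a log2 fold change of -0.544 (standard error 0.127, adjusted p = 0.303). The remaining gene, ICAM1, had 8.96, 12.02 and 14.28 RPKM in the knockdown samples and 38.49, 19.77 and 38.47 RPKM in the controls.
In each of the 5 genes, every knockdown sample was below every control (exact permutation test, p = 0.1 each). Control replicate 2 was the lowest of the controls in all of them, and the differences were smallest between the samples numbered 2. For ICAM1 the log2 differences within replicates 1, 2 and 3 were -1.99, -0.67 and -1.37. With the replicate number as a block, the adjusted p of all 5 genes was 0.113. Leaving out negative control replicate 2 changed ICAM1 most, to a log2 fold change of -1.652. The legend of Fig. 4c describes the genes of the pathway as generally downregulated in CD73 knockdown cells.

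**Figure D2:**
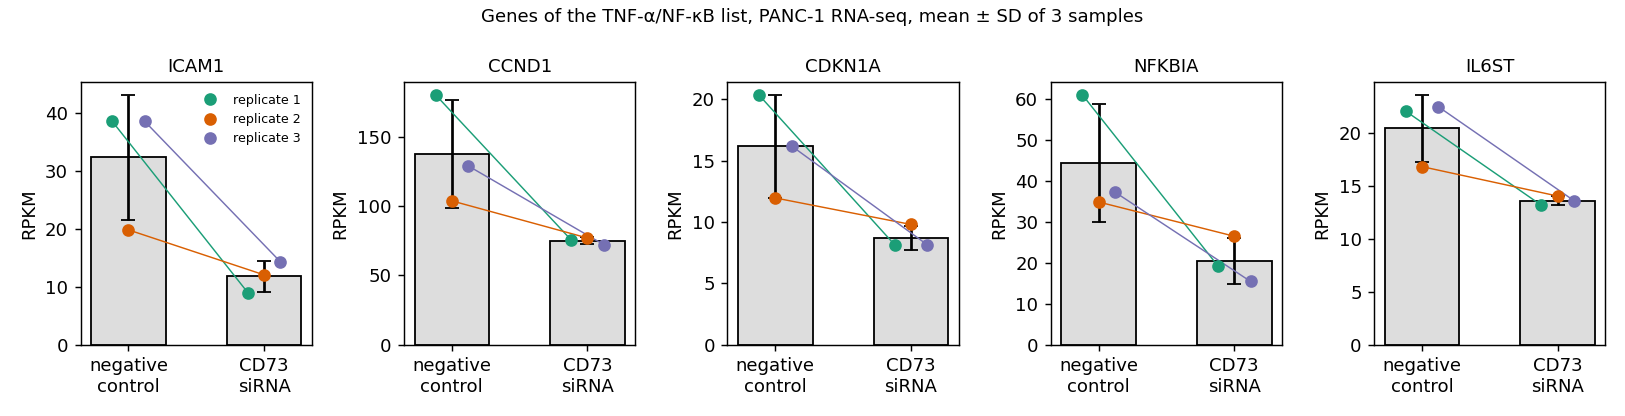
RPKM of ICAM1, CCND1, CDKN1A, NFKBIA and IL6ST in PANC-1 cells transfected with negative control or CD73 siRNA. Bars show the mean and SD of 3 samples, points show samples, and lines join samples with the same replicate number. Every line falls, and the line of replicate 2 is the flattest in all 5 genes.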

TNF-α specifically binds to two cell surface receptors: TNFR1 and TNFR2. While TNFR1 is mainly responsible for apoptosis and cell death, TNFR2 does not have a death domain and therefore does not promote cell death [23–26]. Interestingly, we found that the expression of TNFR2 was significantly downregulated after CD73 knockdown, while TNFR1 was not changed (Fig. 4d, e). By further analyzing the GEO databases GSE16515 and GSE15471, which contained 52 and 72 cases of pancreatic cancer and normal pancreatic tissues, respectively, it showed the expression of CD73 was significantly associated with TNFR2 (*r* = 0.567, *p* < 0.001; *r* = 0.725, *p* < 0.001; Fig. 4f). The analysis was performed in the cancer and normal tissues, respectively, and similar results were also obtained (Figure S2a). Therefore, we further confirmed it in ten cases of pancreatic cancer tissues by IHC. By comparing the immunohistochemistry score (IHS) of CD73 and TNFR2, it was found that there was a positive correlation between them (*p* = 0.058, Fig. 4g, h).

Previous studies showed that activation of TNFR2 induces the AKT/ERK signaling pathway and promotes tumorigenesis [27], and we also confirmed that the AKT/ERK signaling pathway was inhibited after TNFR2 knockdown in pancreatic cancer (Fig. 4i, Figure S2b, c). We thus hypothesized that knockdown of CD73 may inhibit TNFR2 expression, thus leading to inhibition of AKT/ERK signaling pathway. We found that the AKT/ERK signaling pathway was significantly activated by TNF-α stimulation (Fig. 4j, Figure S2d). However, in cell lines with CD73 knockdown, the TNF-α-induced increase in the AKT/ERK pathway was inhibited (Fig. 4k, Figure S2e), indicating that TNFR2 was involved in CD73-induced AKT and ERK signaling pathway activation.

Additionally, a significant decrease in TNF-α gene expression was observed in CD73 knockdown cells by PCR (Fig. 4l) and in the culture supernatant by ELISA (Fig. 4m), suggesting further inhibition of TNFR2 pathway activation.

### CD73 is a direct target of miR-30a-5p

To identify the miRNA that can bind to CD73 mRNA, we used TargetScan, miRanda, and miRDB for predictive analysis. The 3′-UTR of CD73 mRNA was shown to contain a complementary region to miR-30a-5p (Fig. 5a). To examine whether CD73 is regulated by miR-30a-5p, we overexpressed miR-30a-5p in cells and confirmed the efficiency of transfection by qPCR (Fig. 5b). Compared with control cells, miR-30a-5p-overexpressing cells had significantly decreased CD73 mRNA and protein levels; in contrast, inhibition of miR-30a-5p expression significantly increased CD73 expression (Fig. 5c, d, Figure S3a). To further assess whether CD73 is a direct target of miR-30a-5p, we performed luciferase reporter assays. miR-30a-5p overexpression significantly decreased the activity of a luciferase reporter harboring the 3′-UTR of CD73, confirming that miR-30a-5p directly targets CD73 mRNA (Fig. 5e).

**Fig. 5:**
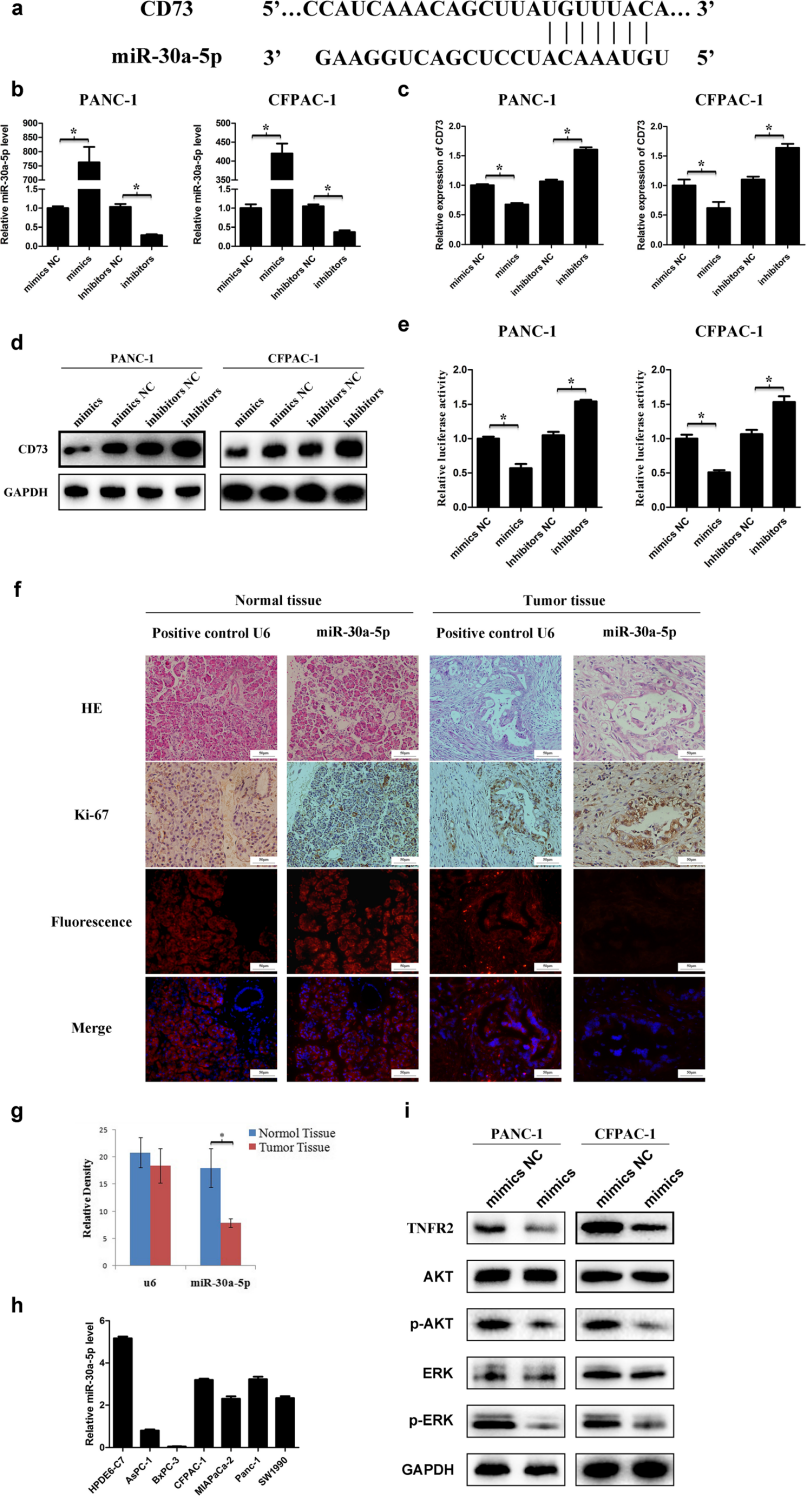
CD73 is a direct target for miR-30a-5p. **a** The 3′-UTR of CD73 contains a complementary matching region of miR-30a-5p through predictive analysis by bioinformatics websites. **b** Transfection of miR-30a-5p mimics or inhibitors was performed, and the efficiency of transfection was examined by qPCR. **c**, **d** mRNA and protein expression levels of CD73 in cell lines transfected with miR-30a-5p mimics or inhibitors. **e** Luciferase activity of the construct containing the CD73 3′-UTR reporter gene in 293 T cells co-transfected with the miR-30a-5p mimics or inhibitors. **f** The expression level of miR-30a-5p in pancreatic cancer tissue was detected by FISH. Ki-67 was used as cancer cell marker. **g** miR-30a-5p expression in tumor tissue was lower than that in normal tissue (*n* = 10, *p* < 0.05). **h** The expression levels of miR-30a-5p in pancreatic cell lines with the normal pancreatic duct epithelial cell line HPDE6-C7 as control. **i** The expression levels of TNFR2, p-AKT, and p-ERK were analyzed by western blotting in cell lines treated with miR-30a-5p mimics or negative control. Data are expressed as mean ± SEM (*n* = 3). *p < 0.05

Previous studies showed that miR-30a-5p is frequently downregulated in human cancers, and decreased miR-30a-5p expression was also found in PDAC tissues (Fig. 5f, g) and cell lines (Fig. 5h). Furthermore, in line with the results in CD73 knockdown cells, we found that TNFR2, p-AKT, and p-ERK expression was significantly lower in miR-30a-5p-overexpressing cells compared with controls (Fig. 5i, Figure S3b).

### Overexpression of miR-30a-5p inhibits tumor growth by targeting CD73 and increases the sensitivity of pancreatic cancer to gemcitabine

Considering that PDAC cells showed both low miR-30a-5p and high CD73 expression levels and based on the requirement for CD73 in PDAC cell proliferation (Fig. 2), we hypothesized that miR-30a-5p may inhibit PDAC cell proliferation via CD73. We generated xenografted nude mice, in which significantly increased miR-30a-5p expression was confirmed in subcutaneous tumors after the intratumoral injection of an miR-30a-5p agomir (Fig. 6a). We found that tumors in the miR-30a-5p overexpression group grew more slowly compared with those in the negative control group (Fig. 6b, c). Additionally, immunohistochemistry showed that CD73 and TNFR2 were significantly decreased in tumor tissues from miR-30a-5p-overexpressing nude mice (Fig. 6d). These findings indicate that miR-30a-5p could inhibit tumor growth and negatively regulate CD73 expression.

**Fig. 6:**
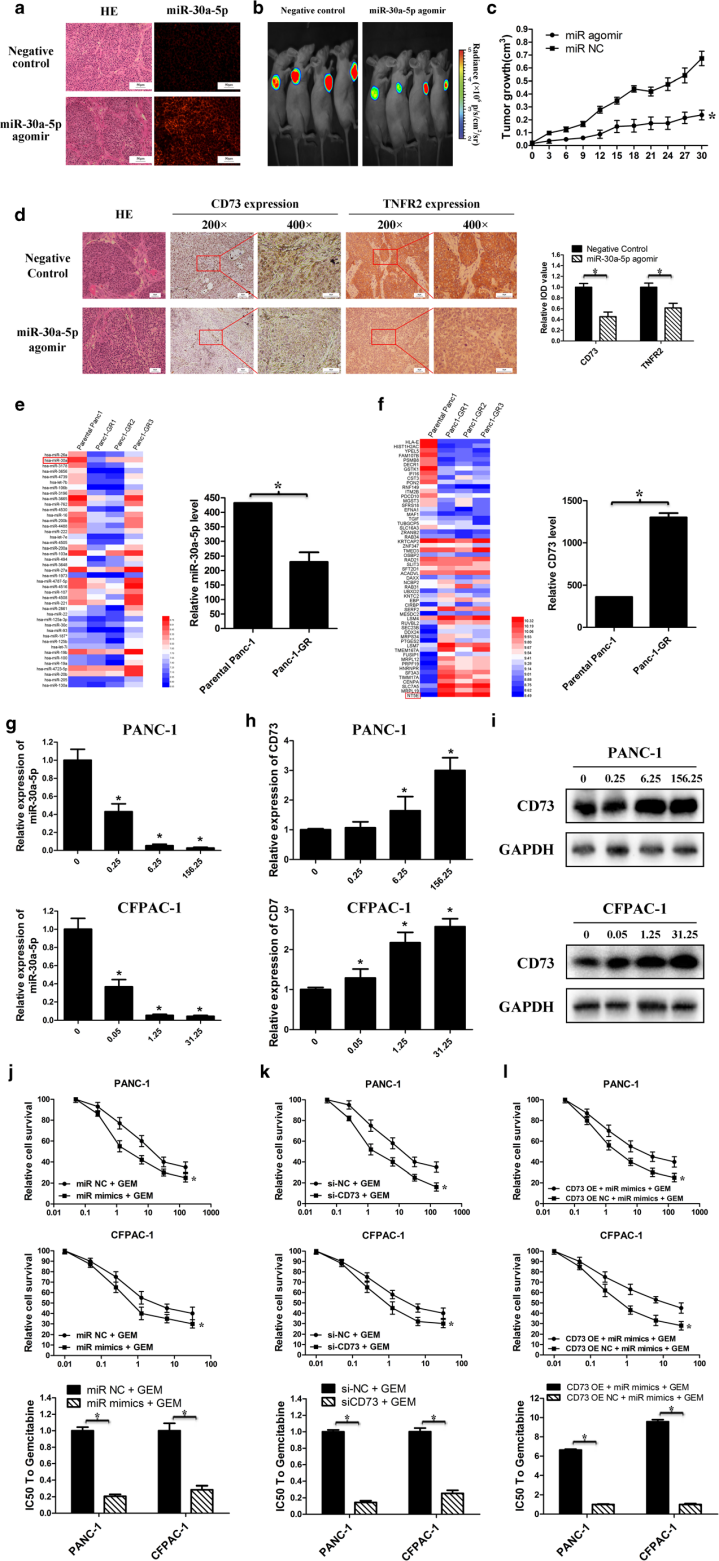
Overexpression of miR-30a-5p inhibits tumor growth by targeting CD73 and increases the sensitivity of pancreatic cancer to gemcitabine. **a** The miR-30a-5p was confirmed significantly increased in the subcutaneous tumors after the intratumoral injection of miR-30a-5p agomir by FISH. **b** miR-30a-5p agomir or control oligo mixture was injected into the xenografts in a multi-site injection manner every 3 days for 2 weeks, and tumor growth was measured in mice by bioluminescence imaging 30 days post-implant (*n* = 4 in each group). **c** Tumor growth curves in mice at the indicated days. **d** The expression level of CD73 and TNFR2 in the tumor tissues from miR-30a-5p agomir or negative control–treated nude mice was detected by IHC. **e**, **f** Analysis of the changes in miRNA and mRNA expression levels in gemcitabine-resistant pancreatic cancer cell line PANC-1 based on the GEO databases GSE80616 and GSE80617. **g** PANC-1 and CFPAC-1 were stimulated with different concentrations of gemcitabine (nM) for 48 h. The expression of miR-30a-5p was detected by PCR. **h**, **i** PANC-1 and CFPAC-1 were stimulated with different concentrations of gemcitabine (nM) for 48 h. The expression of CD73 was detected by PCR and western blot. **j** The IC_50_ value to gemcitabine decreased in miR-30a-5p-overexpressed cells compared to negative control. **k** The IC_50_ value to gemcitabine decreased in CD73 knockdown cells compared to negative control. **l** CD73 overexpression inhibited the effect of miR-30a-5p on promoting the cell-killing effect of gemcitabine. Data are expressed as mean ± SEM (*n* = 3). *p < 0.05

Analysis of the changes in miRNA and mRNA expression between the gemcitabine-resistant pancreatic cancer cell line PANC-1 and the parental pancreatic cancer cell line based on GSE80616 and GSE80617 datasets in the GEO database revealed that both miR-30a-5p and CD73 had the most significant changes. In drug-resistant pancreatic cancer cells, the expression level of miR-30a-5p was even lower (*p* < 0.05) (Fig. 6e) and the expression level of CD73 was higher (*p* < 0.05) (Fig. 6f). Based on our findings of the interaction between miR-30a-5p and CD73, we next examined whether miR-30a-5p and CD73 affected the antitumor activity of gemcitabine in pancreatic cancer cells. In the study, PANC-1 and CFPAC-1 were stimulated with different concentrations of gemcitabine for 48 h. The expression of miR-30a-5p decreased significantly and correlated with the concentration (Fig. 6g). CD73, as a target of miR-30a-5p, also showed a concentration-dependent increase after stimulation with gemcitabine (Fig. 6h, i, Figure S4a). In pancreatic cancer cells overexpressing miR-30a-5p or knockdown of CD73, it showed an increased cytotoxic effect of gemcitabine compared with control cells (*p* < 0.05) (Fig. 6j, k). Furthermore, simultaneous miR-30a-5p and CD73 overexpression revealed that CD73 overexpression inhibited the effect of miR-30a-5p on enhancing the cytotoxicity of gemcitabine to some extent (Fig. 6l, Figure S4b). Therefore, the miR-30a-5p/CD73 axis may be involved in the development of gemcitabine resistance in pancreatic cancer.

## Discussion

The overexpression of CD73 has been found to promote cancer cell proliferation in vitro. Previous studies have demonstrated that CD73 promotes the growth of cancer cells depending on its enzymatic activity, that is, the production of adenosine [28]. However, conflicting studies showed that adenosine can also inhibit cell growth and induce apoptosis [29]. The role of CD73 in promoting the proliferation of cancer cells may be achieved by other molecules independent of adenosine. So far, however, little is known about the molecular or signaling pathways involved in the promotion of tumor growth by CD73. Here, we found that the suppression of CD73 by siRNA induced G1 cell cycle arrest through AKT and ERK signaling pathways, and the interaction between miR-30a-5p, CD73, and TNFR2 may provide new insights into the regulatory network of CD73 (Fig. 7).

**Fig. 7:**
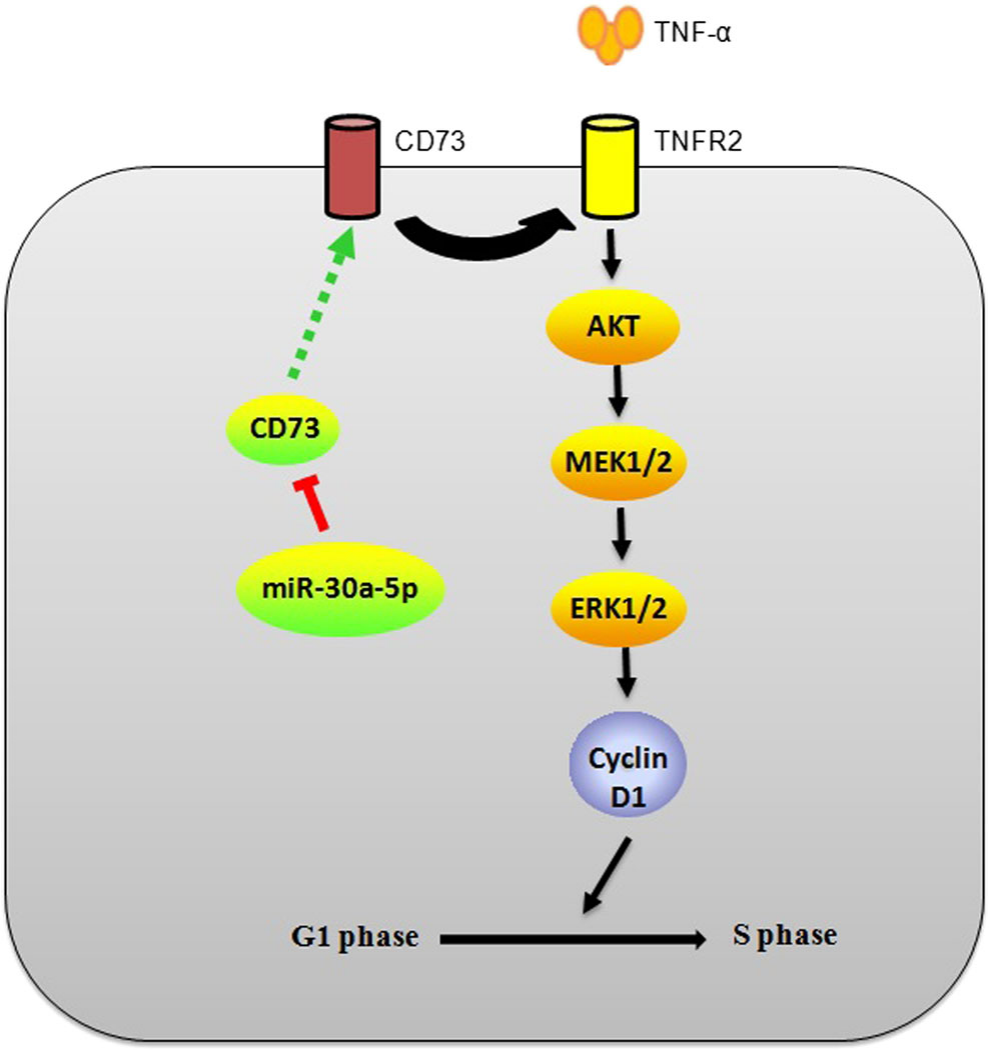
Proposed model for the interaction between miR-30a-5p, CD73, and TNFR2 and inhibition of the AKT/ERK pathway to induce G0/G1 phase arrest. Knockdown of CD73 inhibits TNFR2 expression, thus leading to inhibition of AKT/ERK signaling pathway. miR-30a-5p directly targets the CD73 3′-UTR and negatively regulates CD73 and downstream pathways

In recent years, TNFR2 has attracted increasing attention because of its important role in promoting proliferation, migration, and angiogenesis in various cancers [30–32]. Torrey et al. [33] and Vanamee and Faustman [34] found that targeting TNFR2 with antagonistic antibodies significantly inhibited the proliferation of ovarian cancer cells, and the follow-up study confirmed the therapeutic effects of TNFR2 antibodies on other tumors [35]. Interestingly, in this study, a significant decrease in TNFR2 expression was observed in CD73 knockdown cells. This is of particular importance in recognizing the regulatory network of CD73 in promoting tumor progression. However, the specific mechanism by which CD73 regulates TNFR2 is still unclear. So far, EGFR is a well-studied molecule targeted by CD73 [36]. It was reported by Zhi et al. [37] that CD73 regulates the activity of some associated transcription factors (TFs) in MB-MDA-231 cells, among which PPARγ may mediate EGFR expression. Besides, CD73 as GPI-linked molecules can be expressed on the cell surface in clusters closely associated with other molecules, such as tyrosine kinases of the Src family, which was located upstream from EGFR activation [38]. However, the transcription factor of TNFR2 and its regulation mechanism are still rarely studied. Therefore, the verification of the correlation between CD73 and TNFR2 in large samples and the exploration of the potential regulatory mechanisms are required.

miRNAs are a group of endogenous non-coding RNAs, which has attracted much attention [39–41]. In the present study, we found that expression of miR-30a-5p was significantly reduced in pancreatic cancer, and that forced expression of miR-30a-5p inhibited tumor growth and increased the sensitivity of pancreatic cancer cells to gemcitabine. Zhu et al. reported that miR-30a plays an important role in non-small-cell lung cancer via its effects on CD73 gene expression [42]. Consistent with previous findings, we found that the miR-30a-5p/CD73 axis is one of the mechanisms that regulate the development of tumor progression in pancreatic cancer, suggesting that interfering with miR-30a-5p/CD73 functions might be a therapeutic strategy for pancreatic cancer.

In conclusion, we found that CD73 is overexpressed in PDAC and that its expression correlated with poor patient prognosis. The mechanistic interaction between miR-30a-5p, CD73, and TNFR2 may provide new insights into therapeutic strategies for PDAC.

## Electronic supplementary material

ESM 1 (DOCX 698 kb)

Supplementary Table 1 (DOCX 13 kb)

Supplementary Table 2 (DOC 59 kb)

# Supplementary material for: The distinct role of CD73 in the progression of pancreatic cancer
**Source:** J Mol Med (Berl). 2019 Mar 29;97(6):803–15. doi: 10.1007/s00109-018-01742-0
**Supplement:** Supplementary file 1

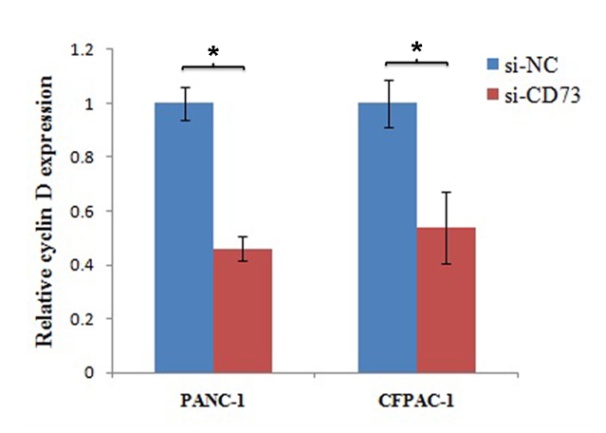

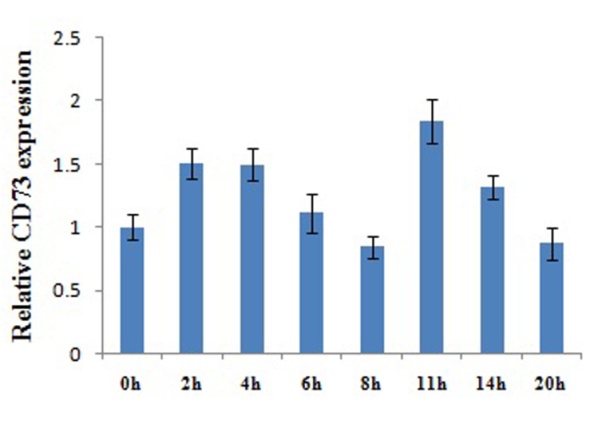

**c**

**a**

**b**

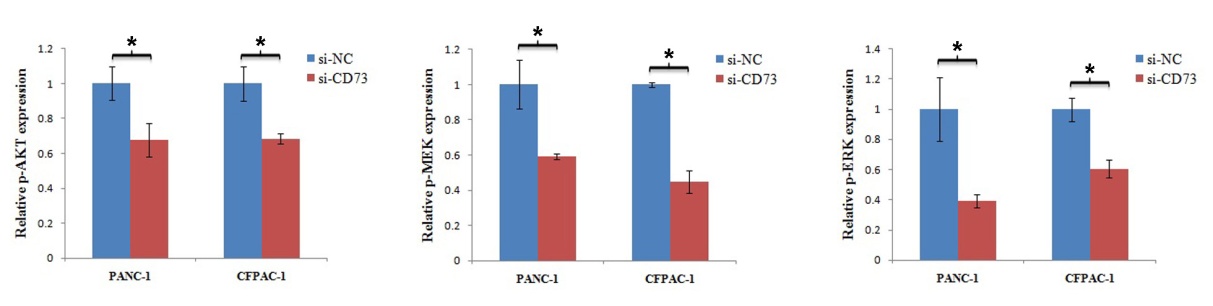

**d**

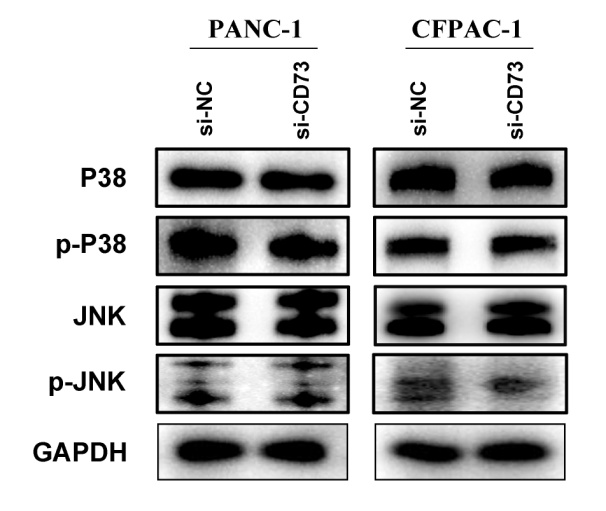

Supplementary Figure 1. **a**: The densitometry result of western blotting assay to detect the expression of cyclin D in CD73 knockdown cells. **b**: The densitometry result of western blotting assay to detect the expression of CD73 in PANC-1 cells after release from a double-thymidine block-induced cell cycle arrest. **c**: The densitometry result of western blotting assay to detect the proteins in the AKT and ERK signaling pathway in CD73 knockdown or control cells. **d**: The expression of proteins in the JNK and P38 signaling pathway was detected in CD73 knockdown or control cells. Data are expressed as mean ± SEM (n = 3). *indicated p<0.05.

**b**

**a**

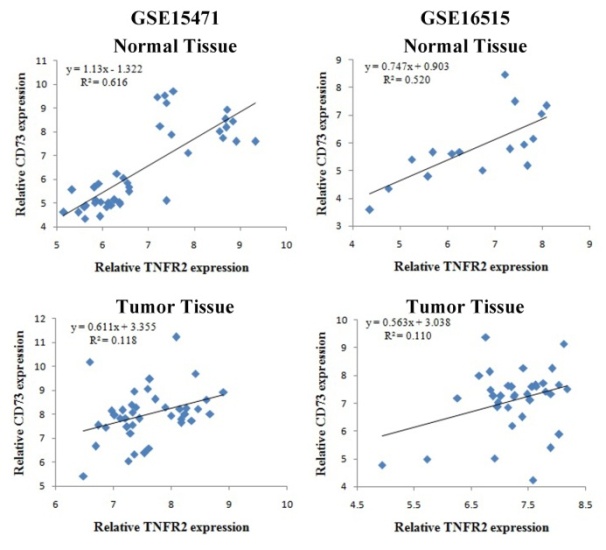

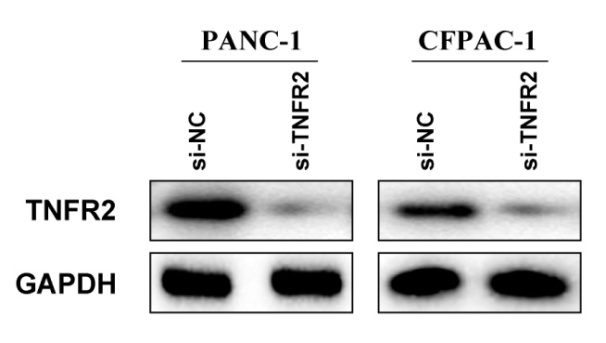

**c**

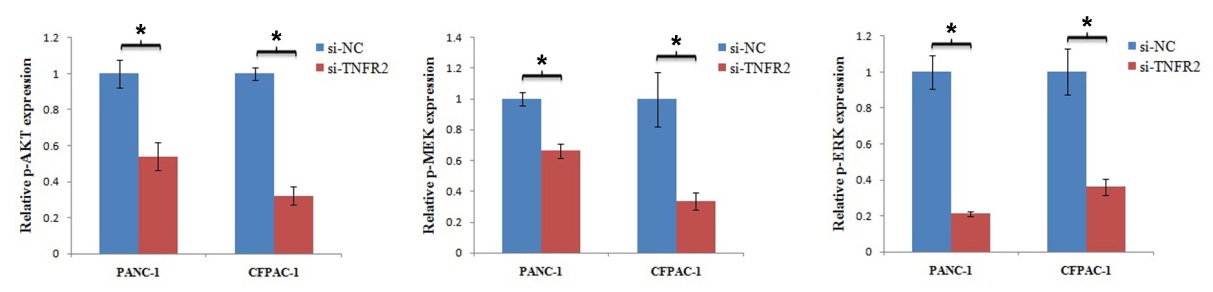

**d**

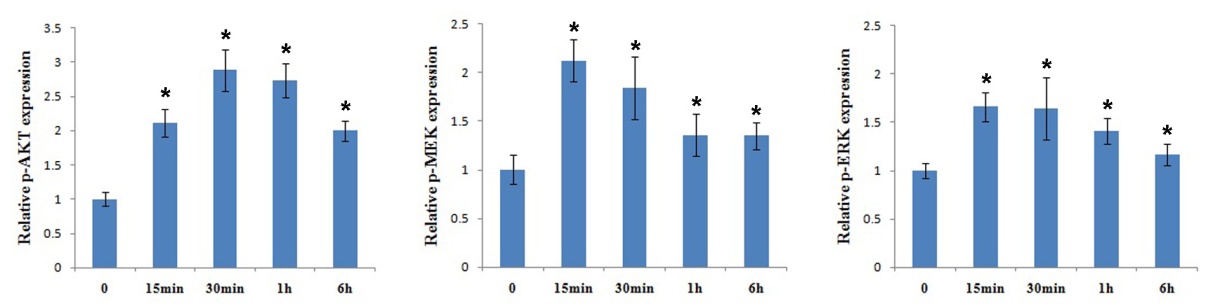

**e**

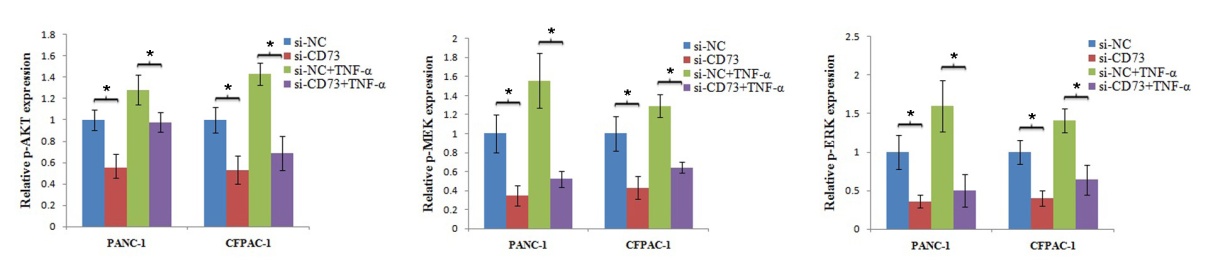

Supplementary Figure 2. **a**: Positive correlation of CD73 and TNFR2 expression was observed in the cancer and normal tissue respectively by analyzing the GEO database GSE16515 and GSE15471. **b**: TNFR2 protein levels in PANC-1 and CFPAC-1 cell lines transfected with TNFR2 siRNA or siRNA negative control. **c**: The densitometry result of western blotting assay to detect the proteins in the AKT and ERK signaling pathway in TNFR2 knockdown or control cells. **d**: The densitometry result of western blotting assay to detect the proteins in the AKT and ERK signaling pathway at different time points after treatment of TNF-α. **e**: The densitometry result of western blotting assay to detect the expression levels of TNFR2, p-AKT, p-MEK and p-ERK in CD73 knockdown cells treated with or without TNF-α. Data are expressed as mean ± SEM (n = 3). *indicated p<0.05.

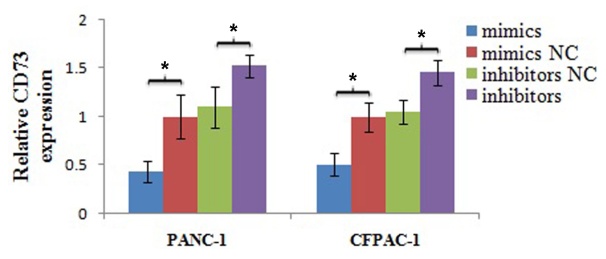

**b**

**a**

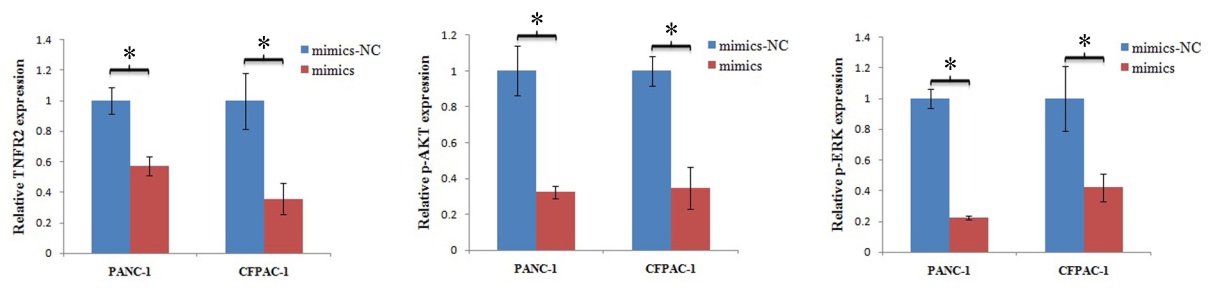

Supplementary Figure 3. **a**: The densitometry result of western blotting assay to detect the expression of CD73 in cell lines transfected with miR-30a-5p mimics or inhibitors. **b**: The densitometry result of western blotting assay to detect the expression levels of TNFR2, p-AKT and p-ERK in cell lines treated with miR-30a-5p mimics or negative control. Data are expressed as mean ± SEM (n = 3). *indicated p<0.05.

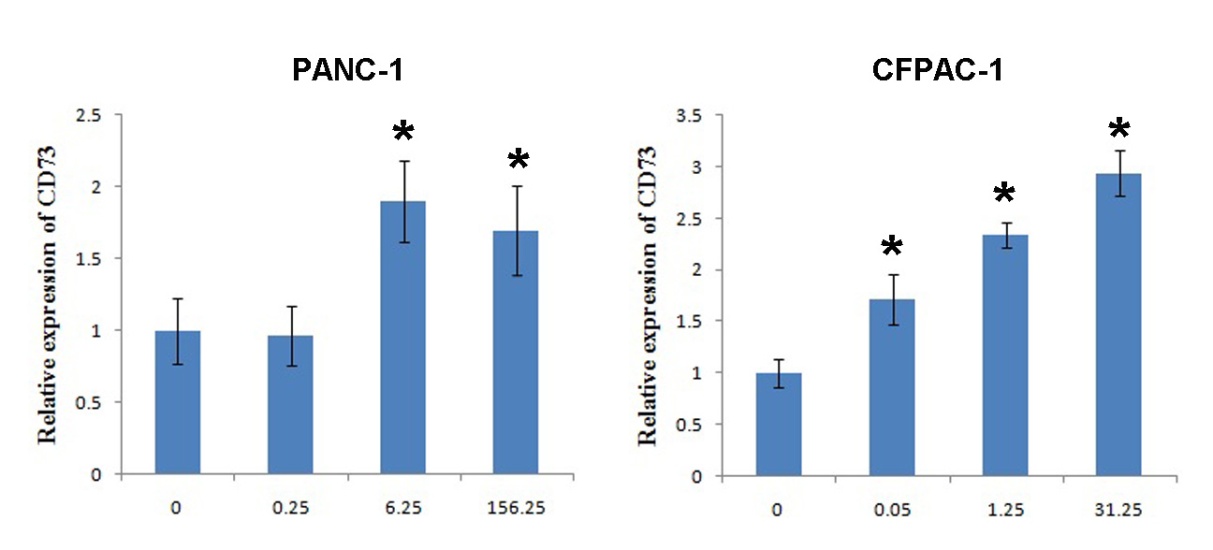

**a**

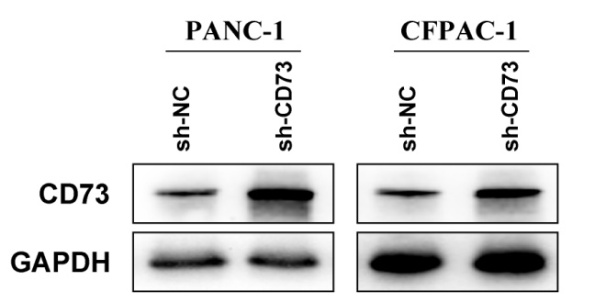

**b**

Supplementary Figure 4. **a**: The densitometry result of western blotting assay to detect the expression of CD73 in PANC-1 and CFPAC-1 stimulated with different concentrations of gemcitabine (nM) for 48h. **b**: CD73 protein levels in PANC-1 and CFPAC-1 cell lines transfected with recombinant plasmids over-expressing CD73 or negative control. Data are expressed as mean ± SEM (n = 3). *indicated p<0.05.

# Supplementary material for: The distinct role of CD73 in the progression of pancreatic cancer
**Source:** J Mol Med (Berl). 2019 Mar 29;97(6):803–15. doi: 10.1007/s00109-018-01742-0
**Supplement:** Supplementary file 2

**Supplementary Table 1: The list of the primary antibody.**

| primary antibody | Information |
| --- | --- |
| CD73 | 1:1000, sc-32299, Santa Cruz |
| cyclin D1 | 1:1000, MA1-39546, Thermo |
| cyclin E1 | 1:1000, ab133266, Abcam |
| cyclin A2 | 1:1000, ab181591, Abcam |
| cyclin B1 | 1:1000, ab181593, Abcam |
| CDK4 | 1:1000, SAB1403657, Sigma |
| CDK6 | 1:1000, 13331, Cell Signaling Technology |
| P21 | 1:1000, 2947, Cell Signaling Technology |
| AKT | 1:1000, ab192623, Abcam |
| p-AKT | 1:1000, ab192623, Abcam |
| MEK | 1:1000, ab178876, Abcam |
| p-MEK | 1:1000, 9154, Cell Signaling Technology |
| ERK | 1:1000, 4695, Cell Signaling Technology |
| p-ERK | 1:1000, 4370, Cell Signaling Technology |
| P38 | 1:1000, ab170099, Abcam |
| p-P38 | 1:1000, 9211, Cell Signaling Technology |
| JNK | 1:1000, ab179461, Abcam |
| p-JNK | 1:1000, 9255, Cell Signaling Technology |
| TNFR1 | 1:1000, ab68160, Abcam |
| TNFR2 | 1:1000, ab109322, Abcam |
| GAPDH | 1:5000, ab181602, Abcam |

# Supplementary material for: The distinct role of CD73 in the progression of pancreatic cancer
**Source:** J Mol Med (Berl). 2019 Mar 29;97(6):803–15. doi: 10.1007/s00109-018-01742-0
**Supplement:** Supplementary file 3

Supplementary Table 2: Statistical analysis of clinicopathological variables associated with overall survival in patients with PDAC using the multivariate Cox proportional hazards model.
Characteristic	HR	95%CI	P value	
Age	1.002	0.973-1.032	0.892	
Gender	1.213	0.609-2.418	0.583	
Pathological grade	1.522	1.077-2.150	0.017*	
Tumor size	0.971	0.811-1.163	0.749	
T stage	0.606	0.268-1.373	0.230	
Lymph node metastasis	7.320	1.538-34.841	0.012*	
TNM stage	1.551	0.430-5.586	0.033*	
CD73	3.480	1.645-7.363	0.001*	
* p < 0.05

How the deposited data were processed for this re-analysis (not part of the article)

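RNA-seq values of PANC-1 cells, an established human pancreatic cancer cell line, were analysed for 3 samples transfected with CD73 siRNA and 3 transfected with negative control siRNA. Conditions and replicate numbers were taken from the sample labels and from the columns of Fig. 4a. The western blot, flow cytometry, PCR, ELISA, tissue and mouse experiments are not in the files analysed here.

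The authors deposited one table per sample with a normalized value for each of 30735 genes, in a unit read here as RPKM (reads, or read pairs, normalized to the length of the gene and to the library total). Neither the paper nor the labels state this unit, the aligner, the counting tool, the annotation or the genome build. The unit rests on the values. Multiplied by the gene's merged exon length in GENCODE release 29 (GRCh38), they were whole multiples of a single step per sample in 94.9% to 95.0% of the genes worth fewer than 1000 reads. The step also gave the library total that the authors divided by, between 15009113 and 16836207 per sample, and the number of reads behind a value. Of the gene identifiers, 132 were absent from release 29. Symbols came from the name table supplied with the reference, and coordinates are those of release 29, since the build behind the files is not known.

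Values were compared on log2(RPKM + 1) for genes with at least 1 RPKM in at least 3 samples (12527 genes), with limma 3.58.1 (lmFit, then eBayes with a trend) in R 4.3.3 and Benjamini-Hochberg adjustment. Adjusted p-values without a named test are limma's. The design written before the files arrived named a test for counts and this one for normalized values, and the values called for the latter. Read numbers derived from the steps were used to describe precision and were not tested. An unadjusted p below 0.01, the threshold of the paper, was the limit for counting changed genes and for judging whether a gene's result changed under an alternative. Single genes also had an exact permutation test on the log2 values, which for 3 samples against 3 cannot give less than 0.1. Fold changes after adding 1 understate the changes of low genes.

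Gene lists were tested by preranked GSEA with fgsea 1.28.0 (fgseaSimple, 10000 gene permutations, weight 1, seed 1), ranking genes by the log2 ratio of the group means plus 1, after the metric shown in Fig. 4c. The MSigDB Hallmark lists were not at hand. Lists for the 5 pathways of Fig. 4b, and for p53 targets, cholesterol biosynthesis and type I interferon, were written by hand from general knowledge before the files arrived. Only the 5 pathways of Fig. 4b were part of the written design. They differ from the lists of the paper in members and size. S and G2/M phase lists came from Seurat 5.3.0.

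The genes named in the text follow a rule set before the files arrived. They are the genes the paper names that bear on these cells, those labelled in Fig. 4a, the TNF-α/NF-κB list members past an adjusted p of 0.05 or, as happened here, the 5 with the smallest p, and the 5 largest increases and 5 largest decreases in which the groups were fully separated. Too few genes were past the adjusted threshold for the last group, so it was drawn from genes with an unadjusted p below 0.01.

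The scripts were tested on simulated data. With 200 of 12527 genes changed by 1.5 on the log2 scale, 93.5% of them were found at an adjusted p below 0.05, and 4.1% of the genes found had not been changed. With no gene changed, 0 genes were found. The changed genes were drawn from the better expressed ones, and samples were simulated as independent, without the variation shared by replicate number. The planted change was also larger than the median log2 fold changes of the changed genes here, 0.580 for increases and -0.563 for decreases. These rates therefore check the scripts and do not give the power or error rate in the data. A planted list had an NES of 3.07 and a random one of -1.3. A simulated library total of 12000000 was recovered as 12000000.

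The alternatives were a pseudocount of 0.1, no filter on low values, each replicate left out in turn, the replicate number as a block, a linear model per gene without moderation, a cut at 1.5-fold change, and for the gene lists also another ranking statistic and all genes above 0. Positions of the primers and of the miR-30a-5p seed were found by exact matching to the transcripts of GENCODE release 29.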

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

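Of the 5 largest increases after CD73 siRNA in which the groups were fully separated, none is discussed in the paper. They were flagged because their signal was above that of all 3 control samples. All predictions for these genes were written after their fold changes had been seen. Those on read numbers and on the replicate numbers were also written after the values they test had been seen, and the one on paralogs before the paralogs were looked at. Dixon's test for outlying samples needs at least 4 samples in a group and was not applied.

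The only gene with an adjusted p below 0.05 was a Y RNA gene on chromosome 14 of GRCh38 (88840165 to 88840263), with a log2 fold change of 1.521 and an adjusted p of 0.0419 from limma. It had at most 3 reads in any sample. Each knockdown sample held 3 and each control 0, so the small spread that the test rewards may come from the whole-number steps of very low counts. The adjusted p depended on the fit. It was 0.322 with a pseudocount of 0.1, 0.0866 with the replicate block and 0.0729 with no filter. Without negative control replicate 1, 2 or 3 it was 0.269, 0.0478 and 0.074. Without moderation across genes, where the gene's own small spread counts fully, it was 0.00105. The gene is 99 bases long and belongs to a family of many near-identical copies, between which reads can be divided. The result cannot be told apart from an effect of few reads.

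The processed pseudogene ISCA1P4 (log2 fold change 1.477, at most 14 reads in a sample), a U6 small nuclear RNA gene (ENSG00000212327, 1.350, at most 9 reads) and the small nucleolar RNA SNORD99 (1.327, at most 10 reads) have the same limit. All are short genes, for which 1 read is worth a large RPKM value, and an effect of few reads is a candidate explanation for each. A biological explanation was not tested.

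TPM4, which encodes a tropomyosin, had a log2 fold change of 1.330 (adjusted p = 0.303 from limma). Few reads were not the reason, since it had up to 6083 reads in a sample. Its values were 32.083, 31.759 and 41.859 RPKM in knockdown cells and 7.341, 17.858 and 17.569 RPKM in controls. If reads had moved to TPM4 from its paralogs, TPM1, TPM2 and TPM3 together would have fallen. They rose instead, from 176.6 ± 27.7 to 221.8 ± 23.7 RPKM (SD, n = 3 each), a difference of 45.2 RPKM. Every knockdown sample was above every control (exact permutation test, p = 0.1). TPM4 was higher after CD73 siRNA within each replicate number, the smallest log2 difference being 0.80. Off-target silencing by the siRNA was not tested, because its sequence is not given, and an increase of TPM4 after CD73 knockdown remains a hypothesis.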

How the results depend on the processing

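The settings of the main analysis and all alternatives but those for the p53, cholesterol, type I interferon, S phase and G2/M lists were set before the files arrived. The latter were added afterwards, when the data were at hand. The DESeq2 alternative was not run because the files hold normalized values and not counts.

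The NES of all 5 lists of Fig. 4b stayed negative with p below 0.05 under every alternative set for them. Rankings within a single replicate number were not among these alternatives, and in replicate 2 the interferon-γ list had an NES of 1.22. The NT5E log2 fold change kept its direction and stayed past p below 0.01 in every fit but the linear model without moderation, where it was again -1.225. In that model each gene's spread is estimated from 4 degrees of freedom alone.

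The counts of changed genes were not stable. With the replicate block, 948 genes were past p below 0.01 (535 up, 413 down), because the block removes variation that the samples with the same number share. Without moderation there were 216 (119 up, 97 down), and with a cut at 1.5-fold change 184 (112 up, 72 down). Across the 6 fits that each left out one replicate, the count ranged from 110 to 791 (56 to 543 up, 54 to 248 down). The lowest values came without CD73 siRNA replicate 1, the sample with the strongest knockdown. The highest came without negative control replicate 2, the control most similar to the knockdown samples. A pseudocount of 0.1 gave 377 and no filter gave 465, within 1.5 times the main count. At an adjusted p below 0.05 there was 1 gene in the main fit, 0 with a pseudocount of 0.1, with no filter and with the replicate block, 2 without moderation, and from 0 to 3 across the fits that left out one replicate.

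TNFRSF1B was below the filter, and its log2 fold change of -0.515 became -0.972 with a pseudocount of 0.1, which shrinks low values less. Across the replicates left out it ranged from -0.684 to -0.279. At 27 to 127 reads per sample, depth limits this gene, and at 3 to 26 reads it limits TNF still more.

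Among the other 68 named genes, 493 of 668 rows were unchanged, 134 became weaker, 31 stronger, 3 moved and 7 reversed. The reversals were in genes with log2 fold changes near 0, which with one replicate left out ranged from -0.186 to 0.018 for TNFRSF1A, -0.048 to 0.119 for CCNE2, -0.161 to 0.108 for CDK4 and -0.047 to 0.029 for GAPDH. TNFRSF1A was 0.018 without negative control replicate 1, CCNE2 -0.048 and -0.039 without CD73 siRNA replicate 1 and negative control replicate 2, CDK4 0.108 and 0.005 in the same 2 fits, and GAPDH 0.029 and 0.021 without CD73 siRNA replicate 1 and negative control replicate 1. Of 50 rows for the added lists, 9 reversed, 8 of them with one replicate left out. The NES ranged across these fits from -1.12 to 1.80 for cholesterol biosynthesis, -1.81 to 1.55 for type I interferon, -0.60 to 1.56 for S phase and -0.90 to 1.10 for G2/M. Ranking all genes above 0 gave 0.82 for G2/M. The individual reversed values were -0.77, -1.10 and -1.12 (cholesterol), 1.52 and 1.55 (type I interferon), -0.60 (S phase), and 0.97 and 1.10 (G2/M).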

Differences from the paper's values

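The paper reports 262 downregulated genes at p below 0.01, and limma's moderated test gave 164. With no filter on low values the number was 195 and without negative control replicate 2 it was 248, both within 1.5 times the paper's. Under the other alternatives set before the files arrived, the gap stayed open, with 159 genes at a pseudocount of 0.1, 413 with the replicate block, 97 without moderation, 72 with a cut at 1.5-fold change, and 54 to 165 without one of the other replicates. No setting gave the paper's numbers exactly. The paper's Methods name Student's t test for all data and no separate test for the sequencing. The fit without moderation is the closest to that test here, and its 97 genes were farther from 262 than the 164 of the main fit. In the main fit more genes were up (228) than down (164), whereas the paper has more genes down than up. Among the settings tried, more genes were down than up without CD73 siRNA replicate 2 and without CD73 siRNA replicate 3, 147 against 124 in the latter.

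The NES of the TNF-α/NF-κB list was -2.87, against the paper's value of about -2.2 in Fig. 4c, read by eye. The lists are not the same, since the one used here was written by hand. None of the alternatives set before the files arrived gave the paper's value, the nearest being -2.32 without CD73 siRNA replicate 3.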

Other observations

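For replicate numbers 2 and 3, samples of different treatment resembled each other as much as samples of the same treatment did. Across the 12527 tested genes, the highest correlation of log2 values between any 2 samples was that of CD73 siRNA replicate 2 with negative control replicate 2 (0.9886), and that of CD73 siRNA replicate 3 with negative control replicate 3 was 0.9818. Within the groups, the correlations were between 0.9730 and 0.9829. Samples numbered 1 did not follow this, with a correlation of 0.9637. Of the 6 ways to match knockdown and control samples, only 1, the matching by number, had a mean correlation of deviations as high as 0.41, and the next highest mean was 0.16. This pattern is consistent with replicates prepared or sequenced in batches, a prediction written after the pattern was seen. GC content and gene length were tested only on the difference between replicates 2 and 3, without replicate 1. Across genes, its Spearman correlation was -0.07 with GC content and -0.09 with gene length, so neither property accounts for that difference. These predictions were written after the pattern was seen but before the correlations were computed, and genes are not independent replicates. The labels give no dates or batches, and growth or passage differences between separate experiments cannot be told apart from library batches.

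Control replicate 2 lay nearer to the knockdown samples than the other controls did. On the axis from the mean of the other 2 controls (0) to the mean of the knockdown samples (1), its position over the tested genes was 0.71, against -0.08 and 0.44 for control replicates 1 and 3, a measure that noise shifts upward. Over the genes of the TNF-α/NF-κB list alone, the positions were 0.62 for control replicate 2, -0.43 for 1 and 0.53 for 3, so control replicate 2 hardly differed from 3 there. If control replicate 2 had been mislabelled or mixed with knockdown cells, its NT5E level would have moved too. The position of NT5E was 0.12, with 13.87 RPKM in that sample, so a mix-up is unlikely. This prediction was also written after the values had been seen.

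The samples can be split into 3 and 3 in 10 ways, so no count of splits can give a share below 0.1, and by this test none of the following results can be told apart from one that arises when samples fall into groups by chance. For genes past p below 0.01, 2 of the 10 splits gave as many genes as the real split, which is one of them. The other, with 728 genes, put CD73 siRNA replicates 1 and 2 and control replicate 2 on one side. It keeps together the samples numbered 2, and those numbered 3, and so follows the replicate numbers. Without the block, a count of this size was thus reached by a split along replicate numbers as well as by treatment. Each number occurs once in each treatment, so the fit with the number as a block separates them, and it gave 948 genes. For up genes the number was 2 and for down genes 3, comparing with the larger side of each split, and for genes with an adjusted p below 0.05 it was 4. An NES as far from 0 was reached by 3 splits for the TNF-α/NF-κB list, 1 for IL6-JAK-STAT3, 1 for allograft rejection, 2 for the inflammatory response and 5 for interferon-γ. For the TNF-α/NF-κB list, 2 splits that mix treatments had an NES of -3.04 and -3.03. Both kept CD73 siRNA replicates 1 and 3 on one side, and gene permutations alone would have called these splits enriched as well.

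These 10 splits ignore the replicate numbers. Only 4 of them, the real one included, keep 1 sample of each number on each side, so their share is never below 0.25. This count was added after the splits had been seen. Among these 4, the real split had the most genes past p below 0.01, with 392 against 21, 25 and 23, and with the replicate block 948 against 26, 44 and 21. The gene lists did not all follow the count of genes. An NES as far from 0 as the real one was reached by 2 of the 4 splits for the TNF-α/NF-κB, inflammatory response and interferon-γ lists, and by the real split alone for IL6-JAK-STAT3, allograft rejection and p53 targets. For these last lists the margin was small. The split with CD73 siRNA replicates 1 and 3 and control replicate 2 on one side gave -2.23, -2.42 and -2.13. The real split gave -2.28, -2.43 and -2.19.

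Technical explanations for the shift of the TNF-α/NF-κB list were tested further. With log2 ratios taken as residuals on gene length, GC content and mean expression, its NES was -2.77, so these properties did not produce it. The mitochondrial share of reads overlapped between the groups (4.68% ± 0.64 and 5.24% ± 0.94, SD, n = 3 each, a ratio of 0.894; exact permutation test, p = 0.5). Library totals overlapped too, with a ratio of 1.045 (exact permutation test, p = 0.2), a prediction written after the totals were known. Within the replicate numbers, however, the mitochondrial share was lower after CD73 siRNA in all 3 pairs (5.37% against 6.20%, 4.10% against 4.32% and 4.57% against 5.19%), and the library total was higher in all 3. The exact permutation test over the pairs gave p = 0.25 for each measure, the smallest that 3 pairs allow. These paired tests were added after the values had been seen. The sizes of the differences in library total, 36997, 210474 and 1827094 in replicates 1, 2 and 3, ran against the shift of the list, which was largest in replicate 1, but depth was not excluded by a test. The differences in mitochondrial percent, -0.83, -0.22 and -0.62, had the same order as the shift, although 3 pairs are too few to test an order. A lower mitochondrial share leaves more reads to other genes, while the list fell in all 3 pairs. Control replicates 1 and 2, at 6.20% and 4.32%, had nearly equal list means of 3.719 and 3.710. Both points argue against the share of reads as the source of the shift. The matching order leaves open that the 2 differences are linked in another way. The shift of the list can still not be told apart from samples that fell into these groups by chance. The mean log2 value of the list was 3.331, 3.673 and 3.249 in CD73 siRNA replicates 1, 2 and 3, and 3.719, 3.710 and 3.508 in the controls, so that the difference was -0.39, -0.04 and -0.26 within the replicate numbers.

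The paper's protein, flow cytometry and PCR results for PANC-1 have counterparts in the RNA-seq values. CCND1 was at 54.4% of the control mean and CDKN1A at 53.8%, with every knockdown sample below every control, where the paper reports lower cyclin D and slightly lower p21 protein. CCND3 was at 84.5%, with overlapping groups. CCNE1 (log2 fold change -0.151) and CCNE2 (0.026) did not separate, nor did CDK4 (-0.062). Within replicates 1, 2 and 3, CCND3 (-0.49, -0.02 and -0.11) and CCNE1 (-0.22, -0.08 and -0.16) were lower each time. With the replicate number as a block, limma's unadjusted p was 0.106 for CCND3 and 0.0987 for CCNE1. The signs of CCNE2 and CDK4 varied between replicates. CDK6, whose protein the paper reports as unchanged, was higher in every knockdown sample than in every control, at 12.26 ± 0.97 against 7.84 ± 2.81 RPKM (SD, n = 3 each; exact permutation test, p = 0.1), with a log2 fold change of 0.636 and an adjusted p of 0.357 from limma. Its log2 differences within replicates 1, 2 and 3 were 1.12, 0.45 and 0.34. With the replicate number as a block, its unadjusted p from limma was 0.00517 (adjusted p = 0.119), against 0.0232 without the block. EGFR, which the paper discusses from the literature, was at 68.5% of the control mean (31.09 ± 6.40 against 45.38 ± 2.77 RPKM, SD, n = 3 each), with a log2 fold change of -0.551 and an adjusted p of 0.305. PPARG had 0.79 ± 0.19 and 0.60 ± 0.30 RPKM (SD, n = 3 each), with overlapping groups. TNFRSF1B was at 43.7% and TNF at 18.2% of the control mean, the directions of the paper's PCR results, but at few reads.

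Flow cytometry in the paper showed fewer cells in S phase after CD73 knockdown. If this shaped the RNA-seq values, S phase genes would be lower, a prediction written before the test. Their NES was 1.09 (p = 0.32 from gene permutations), with 25 of 43 genes higher, and 8 of the 10 splits gave one as far from 0. For G2/M genes the NES was -0.68, reached by 9 splits. Within replicates 1, 2 and 3 the NES was 1.66, -0.80 and -0.52 for S phase and 1.35, -0.98 and -0.98 for G2/M. The sign predicted for S phase was thus seen in replicates 2 and 3 only, in both with p of at least 0.8 from gene permutations. Replicate 1 went the other way, with p = 0.0072 from gene permutations. A change in cell cycle phase common to the replicates was therefore not seen in these lists, although they were compiled in other cells and the time of harvest for RNA-seq is not stated.

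Targets of p53 were lower after CD73 siRNA, with an NES of -2.19 (adjusted p = 0.0012 over the 5 added lists, from gene permutations) and 20 of 29 genes lower. The real split was the only 1 of the 10 splits to reach this value, but a split that mixes treatments came near it, at -2.13. Within replicates 1, 2 and 3 the NES was -2.14, -1.44 and -2.16. CDKN1A and ZMAT3, both in Fig. 4a, are p53 targets. The paper does not discuss this pathway, and the siRNA's off-target effects could not be tested, so that reduced p53 activity may be one hypothesis among others, and grouping of the samples by chance is not excluded. Leaving out one replicate kept the NES between -2.23 and -1.93. Cholesterol biosynthesis genes, tested because MSMO1 is in Fig. 4a, had an NES of 0.79, and 9 splits reached as much.

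A response to the siRNA itself that differs between the groups would move type I interferon genes, as predicted before the test. The NES was -1.20 (p = 0.19 from gene permutations), and 9 of the 10 splits were as far from 0, so no difference was found in the main ranking. Ranked by limma's statistic, the NES was -1.59 (p = 0.0146 from gene permutations), and with the replicate block -1.11 (p = 0.291). With one replicate left out it ranged from -1.81 to 1.55. Whether the groups differed in such a response is therefore not decided. Within replicates 1, 2 and 3 the NES was -1.72, 1.99 and -1.82, so that the sign depended on the replicate number. The interferon-γ list, which overlaps with it in content, had the same signs.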
